# Transcriptome analysis of MENX-associated rat pituitary adenomas identifies novel molecular mechanisms involved in the pathogenesis of human pituitary gonadotroph adenomas

**DOI:** 10.1007/s00401-013-1132-7

**Published:** 2013-06-12

**Authors:** Misu Lee, Ilaria Marinoni, Martin Irmler, Tsambika Psaras, Jürgen B. Honegger, Rudi Beschorner, Natasa Anastasov, Johannes Beckers, Marily Theodoropoulou, Federico Roncaroli, Natalia S. Pellegata

**Keywords:** Pituitary gonadotroph adenoma, Transcriptome analysis, MENX model, CYP11A1, NUSAP1

## Abstract

Gonadotroph adenomas comprise 15–40 % of all pituitary tumors, are usually non-functioning and are often large and invasive at presentation. Surgery is the first-choice treatment, but complete resection is not always achieved, leading to high recurrence rates. As gonadotroph adenomas poorly respond to conventional pharmacological therapies, novel treatment strategies are needed. Their identification has been hampered by our incomplete understanding of the molecular pathogenesis of these tumors. Recently, we demonstrated that MENX-affected rats develop gonadotroph adenomas closely resembling their human counterparts. To discover new genes/pathways involved in gonadotroph cells tumorigenesis, we performed transcriptome profiling of rat tumors versus normal pituitary. Adenomas showed overrepresentation of genes involved in cell cycle, development, cell differentiation/proliferation, and lipid metabolism. Bioinformatic analysis identified downstream targets of the transcription factor SF-1 as being up-regulated in rat (and human) adenomas. Meta-analyses demonstrated remarkable similarities between gonadotroph adenomas in rats and humans, and highlighted common dysregulated genes, several of which were not previously implicated in pituitary tumorigenesis. Two such genes, *CYP11A1* and *NUSAP1*, were analyzed in 39 human gonadotroph adenomas by qRT-PCR and found to be up-regulated in 77 and 95 % of cases, respectively. Immunohistochemistry detected high P450scc (encoded by *CYP11A1*) and NuSAP expression in 18 human gonadotroph tumors. In vitro studies demonstrated for the first time that *Cyp11a1* is a target of SF-1 in gonadotroph cells and promotes proliferation/survival of rat pituitary adenoma primary cells and cell lines. Our studies reveal clues about the molecular mechanisms driving rat and human gonadotroph adenomas development, and may help identify previously unexplored biomarkers for clinical use.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00401-013-1132-7) contains supplementary material, which is available to authorized users.

## Introduction

Clinically non-functioning adenomas of the pituitary gland account for about 30 % of all adenomas. About 80 % of them belong to the gonadotroph lineage. They are usually diagnosed when signs and symptoms of mass effects occur, and about 40 % of them extend to the cavernous sinus and, less commonly, invade the sellar floor, making their resection and post-operative radiotherapy challenging [14, 34]. In addition, they are usually resistant to pharmacological treatment with somatostatin analogs and dopamine agonists. Chemotherapy has been reserved as salvage therapy in aggressive cases although the results have often been disappointing [34]. Novel therapeutic approaches are therefore needed for these tumors.

A prerequisite to identify novel therapeutic targets for human tumors is a good understanding of the pathogenetic mechanisms. The molecular mechanisms underlying the development of PAs in general, and of gonadotroph adenomas in particular, have only been incompletely unraveled and this is in part due to the limited availability of suitable animal models and by the fact that those available are not always representative of human adenomas [27].

We have recently identified a multiple endocrine neoplasia syndrome occurring in a Sprague–Dawley-derived rat strain (named MENX) characterized by the occurrence of spontaneous PAs with complete penetrance. MENX is caused by a biallelic loss-of-function mutation in *Cdkn1b,* encoding the cell cycle inhibitor p27, which results in a highly unstable protein [29, 33]. MENX-associated PAs are histologically and ultrastructurally remarkably similar to human gonadotroph adenomas. They also show high mitotic activity and elevated Ki67 labeling index [26]. Primary cells derived from these tumors are a suitable model for pharmacological studies of PAs [24].

To elucidate the mechanisms associated with the development of human gonadotroph adenomas we exploited the MENX model and performed whole genome transcriptome analysis of the rat tumors and of normal pituitary tissues of wild-type animals. With this approach, we have identified genes differentially expressed in rat PAs that had been previously found dysregulated in human adenomas by array analysis, but not yet further validated. We here show that two such genes (i.e. *CYP11A1* and *NUSAP1*) are highly expressed at both mRNA and protein level in human gonadotropinomas and may represent novel biomarkers of these tumors. In vitro functional assays demonstrated for the first time that the high expression of *Cyp11a1* promotes proliferation/survival of PA cells (gonadotroph- and somatotroph-derived), thereby supporting a role for this gene in pituitary tumorigenesis. We also determined that *Cyp11a1* expression is regulated by the steroidogenic transcription factor SF-1 in gonadotroph cells. Noteworthy, in addition to *NUSAP1*, other genes involved in mitosis were found overexpressed in both rat and human PAs by meta-analysis. If further validated, these genes may represent novel potential targets for the therapy of gonadotropinomas.

## Materials and methods

### Human pituitary tissue samples

Pituitary adenoma samples were obtained from patients at Imperial College and the University of Tübingen at the time of transsphenoidal surgery. All patients consented for research and appropriate ethical approval for the study was obtained. Fragments of the specimens that were not used for diagnostic assessment were snap-frozen at −80 °C. Gonadotroph tumors were defined as demonstrating positive immunostaining for LHβ, FSHβ or αGSU in >5–10 % of cells. Extension to the cavernous sinus and invasiveness of the sellar floor were identified at preoperative magnetic resonance imaging (MRI). The modified Hardy criteria were applied [18]. Post-mortem samples of normal adenohypophysis used for immunohistochemistry (IHC) were obtained from Imperial College. Autopsies were performed within 2–18 h from death and were formalin-fixed and routinely processed to paraffin embedding. Consent for research use of this tissue was obtained from families. RNA of normal pituitary tissues was purchased from BioChain Inc (Hayward, CA, USA).

### Rat pituitary tissue samples

MENX-affected rats develop multifocal pituitary adenomas in the anterior lobe of the gland. Based on hormone expression by immunohistochemistry we could establish that these tumors mainly derive from gonadotroph cells [26]. The lesions become histologically detectable at 4 months of age and progress to become large, mature tumors that efface the gland at 7–8 months. The number of cells expressing LHβ or FSHβ decreases with tumor progression and is negligible in the largest adenomas, while tumors remain positive for the common gonadotropin alpha subunit (αGSU). Rat adenomas show mitotic activity and high Ki67 labeling (average 8 % at 7–8 months), thus resembling aggressive pituitary adenomas. Approximately 10–17 % of the pituitary lesions contain cells expressing growth hormone (GH) or prolactin (PRL) [26]. The pituitary glands used for RNA extraction (upon microdissection) derived from rats aged 7–8 months having large tumors approximately 1–2 mm in size.

### RNA isolation and microarray preparation

Rat RNA was extracted from macrodissected pituitary tissues and processed for array analysis as reported [30]. Amplified cDNA (2 μg) was hybridized on Affymetrix Rat Gene 1.0 ST arrays (Santa Clara, CA, USA) containing about 26 k gene-level probe sets. Staining and scanning was done according to the Affymetrix expression protocol. RNA was extracted from frozen human pituitary tumor samples following standard protocols [30].

### Biostatistical and bioinformatic analysis

Expression console (Affymetrix) was used for quality control and to obtain annotated normalized RMA gene-level data (standard settings including median polish and sketch-quantile normalization). Statistical analyses and heat maps were generated in CARMAweb [36]. Genewise testing for differential expression was done employing *t* test and Benjamini-Hochberg multiple testing correction (FDR < 5 %). Genes with fold-changes >2× were further analyzed using GePS software (Genomatix Software GmbH, Munich, Germany). Signaling pathways containing, or regulated by, differentially expressed genes were identified using the Ingenuity Pathway Analysis (IPA) library of canonical pathways. Array data were submitted to Gene Expression Omnibus (GSE23207). The comparison of rat and human datasets was done in Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html) based on the match of human genes to rat probe set IDs via rat Entrez IDs provided by Affymetrix. Human Entrez IDs of regulated genes were matched to rat Entrez IDs mainly based on the NCBI homologene database, supplemented with information provided by Ingenuity pathway software. Human datasets were taken from publications: Morris et al. [32], 1,723 probe sets with fold-changes >1.5×; Moreno et al. [31], Supplementary Table 2,297 probe sets with fold-changes >2×) or calculated from.cel files; Michaelis et al. [28], Acc. Number GSE26966, analysis as described above, 3,558 probe sets with ratios >2×. All human datasets were done with Affymetrix arrays and human Entrez IDs of regulated probe sets were taken from annotations provided by Affymetrix. For pairwise comparisons of rat and human datasets, probe set based gene lists from the Venn diagram were further processed: for redundant entries only the entry with the highest ratio in rat was kept, and datasets were filtered for the same direction of regulation in rat and human datasets.

### Cell culture, treatments and assays

GH3 and Y1 cells were purchased from the ATCC and grown in DMEM supplemented with 10 % (v/v) FBS and 1 % (v/v) penicillin–streptomycin. The murine gonadotroph cell line LβT2 was kindly provided by P. Mellon (University of California, San Diego, USA) and was grown in DMEM + GlutaMAX™-I plus 4.5 g/l d-glucose and pyruvate with 10 % (v/v) FBS and 1 % (v/v) penicillin–streptomycin. Primary pituitary tumor cells were isolated from mutant rat pituitaries and grown as previously described [24]. Media, serum and supplements were from Gibco/Invitrogen (Karlsruhe, Germany). Transfection with siRNA oligos was performed as previously reported [24]. For infections, GH3 and primary tumor cells were plated on 96-well plates and 24 h later cells were infected by lentiviral vectors expressing the green fluorescence protein (GFP) or GFP and shRNA against *Cyp11a1*. Virus production and lentiviral infection were performed according to previous protocols [2]. WST-1 colorimetric assay (Roche, Mannheim, Germany) for cell viability was performed 72 h after infection according to the manufacturer’s recommendations.

Apoptosis was measured by assessing the activity of caspase-3/7 using Caspase-Glo^®^ 3/7 Assay kit (Promega, Mannheim, Germany). Primary cells or transfected GH3 cells were plated in 96-well plates and 36 h later were infected with sh-*Cyp11a1* or mock GFP lentiviral vectors. Forty-eight h after treatment, caspase-3/7 enzymatic activity was assessed with a proluminescent caspase-3/7 substrate which contains the tetrapeptide sequence DEVD. Luminescence was measured using a luminometer (Berthold, Bad Wildbad, Germany).

For treatment with ethyl 2-[[2-[2-[(2,3-dihydro-1,4-benzodioxin-6-yl)amino]-2-oxoethyl]-1,2-dihydro-1-oxo-5-isoquinolinyl] (IsoQ) (Tocris Bioscience, Bristol, UK), 2.5 × 10^4^ primary rat pituitary cells (2.5 × 10^4^ cells/well) or LβT2 cells (1 × 10^4^ cells/well) were seeded into 96-well plates and allowed to settle for 36 h. IsoQ was dissolved in DMSO and serial dilutions (10 μM–10 nM) were prepared in culture medium. Treated cells were incubated with IsoQ for 24 and 48 h, while control cells with 0.01 % (v/v) DMSO. Cell viability was assessed using the WST-1 assay as above.

### Quantitative TaqMan RT-PCR

Quantititative RT-PCR was performed using TaqMan inventoried primers and probes for the genes reported in the article and for the rat beta 2-microglobulin gene, mouse beta 2-microglobulin gene or human TBP gene as internal controls (Applied Biosystem, CA, USA). RNA was extracted and TaqMan assays were set up as previously reported [30].

### RNA interference

The specific *Cyp11a1* shRNA sequence was cloned into the pSUPER lentiviral vector. The sequence of the complementary oligonucleotides is: sh-*Cyp11a1* Fw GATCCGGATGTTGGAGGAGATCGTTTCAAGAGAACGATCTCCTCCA ACATCCTTTTTG; Rev: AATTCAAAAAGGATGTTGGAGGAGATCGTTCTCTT GAAACGATCTCCTCCAACATCCG.

### Immunohistochemistry and Immunofluorescence

Immunohistochemistry (IHC) staining was performed on an automated immunostainer (Ventana Medical Systems, Tucson, AZ, USA) according to the manufacturer’s protocols with minor modifications, as previously described [30]. Primary antibodies were raised against Ass1 (Sigma, Louis, MO, USA); Ki-67 (Clone B56, Dako, Hamburg, Germany); rat P450scc (Abcam, Abcam, Cambridge, UK); human P450scc (Santacruz, Heidelberg, Germany); NuSAP (Proteintech, Chicago, IL, USA). Antibodies were diluted in Dako REALTM antibody diluent (Dako). The supersensitive detection system (BioGenex, Munich, Germany) was used and the immunoreaction was developed in the diamino-benzidine (DAB) supplied with the kit (Vector lab, Burlingame, CA). Positive controls were included in each batch. To score the P450scc staining, both the intensity of the staining and the number of positive tumor cells were taken into consideration. For number of positive cells, we used a score: 0 = 0 % (or <1 %) positive cells; 1 = up to 25 % positive cells; 2 = up to 50 %; 3 = up to 75 %; 4 = up to 100 %. For staining intensity, a 4-scaled scoring system was used: 0 = negative, 1 = weak, 2 = moderate, 3 = strong. These values were then multiplied to obtain ‘immunoreactivity scores’ (IRS). Ki67 and NuSAP nuclear immunoreactivity was determined semiquantitatively and was indicated as the percent of positive cells against all neoplastic cells in the section examined (Labeling Index, LI). Images were recorded using a Hitachi camera HW/C20 installed in a Zeiss Axioplan microscope with Intellicam software (Carl Zeiss MicroImaging GmbH, Gottingen, Germany).

For immunofluorescence (IF), we used the primary antibodies used for IHC and secondary anti-mouse Alexa Fluor^®^ 555 Conjugate (Cell Signaling) or anti-rabbit FITC-conjugated (Invitrogen, Darmstadt, Germany) antibodies as reported [26]. Sections were then analyzed with a Zeiss Axiovert 200 epifluorescence microscope including Apotome unit (Carl Zeiss MicroImaging GmbH).

### Statistical analysis

Results of the cell viability assays are shown as the mean of values obtained in independent experiments ± SEM (standard error of the mean). A paired two-tailed Student’s *t* test was used to detect significance between two series of data and *P* value (*P*) < 0.05 was considered statistically significant.

## Results

### Genetic signature of MENX-associated pituitary adenomas

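The MENX rat carries a mutation in Cdkn1b, which encodes the cell cycle inhibitor p27, and this target gene is given first. The arrays measure its mRNA, while the paper describes the mutant p27 protein as highly unstable. On the log2 scale, Cdkn1b (10859254) was at 8.91 ± 0.19 in wild-type pituitaries (SD, n = 5) and at 9.23 ± 0.17 in the adenomas (SD, n = 9 sample numbers). Its log2 fold change was 0.33 (standard error 0.098, adjusted p = 0.0324 from limma), with 7 of the 9 adenoma values above all 5 wild-type values. Its call was lost with sex as a covariate, each number prefix alone, the methods' t-test with unequal variances, quantile normalization, array weights, the replicate block and adenomas of 7 or 8 months alone, and without wild-type pituitary 2 or 4 or adenoma 3 or 7 (log2 fold changes from 0.26 to 0.32), and its adjusted p ran from 0.0172 to 0.636 over the alternative settings.

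RNA from 16 pituitary lesions of MENX rats and from 5 wild-type pituitaries was hybridised to Affymetrix Rat Gene 1.0 ST arrays, 1 array per sample. The authors made gene-level expression values in Affymetrix Expression Console with RMA, which corrects background, normalizes arrays by quantiles and combines the probes of each probe set by median polish. The deposited values were on the log2 scale and ran from 2.01 to 14.09, with array medians between 6.36 and 6.53 over 29214 probe sets. The number of arrays limits the precision of each value.

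The lesions carried 9 sample numbers in the deposited labels, read here as animals, while the paper gives 11 rats. Of these numbers, 4 had 1 lesion, 3 had 2 and 2 had 3. The labels gave ages of 7 to 12 months for the mutant rats and 6 months for the wild-type rats. For the mutant rats the paper gives 8 months in its results and 7 to 8 months in its methods. In the labels every mutant rat was older than every wild-type rat, so the comparison cannot separate genotype from age. By label, 6 adenoma numbers were female and 3 male, against 2 female and 3 male wild-type rats. The numbers began with 08 for 5 adenomas and 2 wild-type rats and with 09 for 4 and 3, and this prefix was treated as a possible batch. Lesions of the same number resembled each other, with a mean correlation of 0.376 over 9 pairs after subtraction of the adenoma mean, against -0.101 over 111 pairs of different numbers (permutation test, one-sided, p = 1e-05, the smallest that 100000 permutations can give). Lesions of the same number were therefore averaged, which left 9 adenoma values and 5 wild-type values per probe set, numbered here as adenomas 1 to 9 and wild-type pituitaries 1 to 5. limma's moderated test compared the groups, and a gene was called higher or lower at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all probe sets. Numbers in parentheses after gene symbols are the arrays' probe sets.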

In order to unravel the genetic changes associated with pituitary adenoma (PA) formation, we performed whole genome transcriptome analysis of 16 individual pituitary lesions from 11 adult MENX mutant rats (8 months of age) and compared them with 5 normal pituitaries. Using a >twofold-change cut-off for gene expression changes, 487 probe sets appeared up-regulated in adenomas versus normal wild-type gland, and 400 were down-regulated (Supplementary Fig. 1 and Dataset 1). 

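The largest rise among genes whose adenoma values all lay above the wild-type values was that of Calcr (10860831), encoding the calcitonin receptor. It was at 5.48 ± 0.29 in wild-type pituitary (SD, n = 5) and at 11.20 ± 0.33 in the adenomas (SD, n = 9), 52.6-fold higher (adjusted p = 1.67e-11 from limma). Cartpt (10820843), encoding the neuropeptide precursor CART, was 24.7-fold higher (adjusted p = 0.000185). Its wild-type values were 5.83 and 6.80 with number prefix 08 and ran from 8.93 to 10.35 with prefix 09. As a ratio of linear means over lesions, its fold was 15.7. Matn1 (10872501), encoding the cartilage matrix protein matrilin-1, was 24.5-fold higher (adjusted p = 0.000109). Aadat, an aminotransferase of tryptophan breakdown, Myom2, a sarcomere protein, Man2a1, a mannosidase of the Golgi, and Cfap95 were 16.0-fold, 12.4-fold, 11.4-fold and 11.1-fold higher. The mitotic kinase gene Pbk (8.91-fold), Fam110c (8.91-fold) and Pdcl2 (8.79-fold) completed the 15 largest rises with Nos1, Ass1, Neurod1, Cyp11a1 and Scarb1.

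Pomc and Tshb, encoding hormones of other pituitary lineages, were among the largest falls. Gabra4 (10772522), a subunit of the GABA-A receptor, was 7.53-fold lower (8.38 ± 0.80 against 5.47 ± 0.27, adjusted p = 1.12e-05), and Gabrb1, another subunit, 4.75-fold lower. Syt1, the calcium sensor of vesicle release, the potassium channel gene Kcnk2, Capn6, Bmerb1, Anks1b and the transcript 6330403K07Rikl were between 4.77-fold and 6.33-fold lower. Among the 15 largest falls were also Dsp, encoding desmoplakin (4.25-fold lower), Lhb, Tbx19 and 2 probe sets of the lipoprotein receptor gene Lrp1b (6.59-fold and 4.58-fold lower).

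In all, 417 probe sets were more than 2-fold higher in the adenomas and 307 more than 2-fold lower at an adjusted p under 0.05 from limma. Adenoma and wild-type values did not overlap for 1409 probe sets (4.82%, where chance gives 0.0999%). With the number prefix as a block the counts were 415 and 309, with prefix 08 alone 199 and 134, and with prefix 09 alone 504 and 468. Without wild-type pituitary 1 the lower count was 510. Of the 191 probe sets named in the text, 109 lost their call with prefix 08 alone and 43 with prefix 09 alone, each with fewer samples.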

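Marker genes of the pituitary's cell types, listed after the folds of Dataset 1 had been read, were compared between the adenomas and wild-type pituitary. Of 5 measured markers of somatotrophs, the growth hormone cells, 4 were lower in the adenomas and none was higher (4 lower when adjusted over the list alone, median log2 fold change -1.08, adjusted p = 0.0141 from camera, 0.103 as adjusted p with an estimated correlation). Among them Ghrhr (10855707), the receptor of growth hormone-releasing hormone, fell by 1.73 on the log2 scale (adjusted p = 0.00237 from limma, 8 of 9 adenoma values below all wild-type values), and Ghsr, the ghrelin receptor, fell by 0.43 (adjusted p = 0.0302). Of 4 corticotroph markers, 3 were lower and 1 was higher, also over the list alone (median -1.42, camera adjusted p = 0.00886, adjusted p = 0.067 with an estimated correlation). They were the vasopressin receptor gene Avpr1b, with a log2 fold change of -0.78, the kinase gene Cdk18 at 0.62, and Pomc and Tbx19, which are also melanotroph markers. Of 5 markers of melanotrophs, the cells of the intermediate lobe, 3 were lower and none was higher (4 and 1 adjusted over the list alone, median -1.99, camera adjusted p = 0.00565, adjusted p = 0.0801 with an estimated correlation), including Oacyl, which fell by 1.99. Of 6 gonadotroph markers, 3 were higher and 2 lower, also over the list alone, and the list had a median of 0.42, a mean of -0.14 and a camera adjusted p of 0.514. The lists of lactotrophs (1 of 6 lower, 3 adjusted over the list alone, median -0.53, camera adjusted p = 0.107) and thyrotrophs (2 of 4 lower, also over the list alone, median -0.57, camera adjusted p = 0.267) did not pass the test as lists. Ghsr (10814535) lost its call without wild-type pituitary 1, 3 or 5 or adenoma 1, 2 or 3 (log2 fold changes from -0.42 to -0.34).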

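Folliculostellate and stem cell markers were lower, with 5 of 11 genes lower and none higher (5 lower adjusted over the list alone, median -0.32, camera adjusted p = 0.00775, adjusted p = 0.139 with an estimated correlation). Aldh1a1, a retinoic acid-forming enzyme, fell by 1.70 on the log2 scale, Cpxm2 and the peptide transporter gene Slc15a2 fell by 1.12 and 1.05, and S100a1 fell by 0.90. Of 9 markers of the posterior lobe's pituicytes and glia, 3 were lower and none was higher (4 lower and 1 higher adjusted over the list alone, median -0.13, camera adjusted p = 0.0859). The glutamate transporter genes Slc1a2 and Slc1a3 were at log2 fold changes of -1.47 and -0.99 and the water channel gene Aqp4 at -0.51. Macrophage markers were higher, 9 of 14 with none lower (10 adjusted over the list alone, median 0.97, camera adjusted p = 3.28e-06, adjusted p = 0.121 with an estimated correlation), and Cd163 (10858626), a scavenger receptor of macrophages, rose from 5.54 ± 0.17 (SD, n = 5) to 7.01 ± 0.76 (SD, n = 9, adjusted p = 0.00576 from limma). Laptm5, Fcgr2b and Mrc1 had log2 fold changes of 1.39, 1.24 and 1.24. Of 12 endothelial markers 3 were higher and none was lower, namely Flt1 (0.69), Esam (0.55) and Eng (0.50), with 4 adjusted over the list alone, a median of 0.11 and a camera adjusted p of 0.0428 (adjusted p = 0.42 with an estimated correlation and 0.0508 with the number prefix as a block). Within prefix 09 the folliculostellate list was at a median of -0.20 (adjusted p = 0.157) and the endothelial list at 0.085 (adjusted p = 0.421). Calls were lost for Slc1a3 (10821824) without wild-type pituitary 1, 2 or 5 or adenoma 1, 2, 3, 5, 7, 8 or 9 (log2 fold changes from -1.03 to -0.72), for Eng (10940663) without wild-type pituitary 4 or 5 or adenoma 1 (log2 fold changes from 0.45 to 0.52), for Fcgr2b (10769771) without wild-type pituitary 3 or 4 (log2 fold changes from 1.19 to 1.22) and for the endothelial list without wild-type pituitary 1, 2 or 5 or adenoma 2, 4, 6 or 9 (medians from 0.079 to 0.17 over all fits without 1 sample).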

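Markers of neurons, whose axons reach the posterior lobe from the hypothalamus, went both ways, with 2 of 12 higher and 2 lower (4 and 3 adjusted over the list alone, median 0.37, camera adjusted p = 0.146). Slc17a6 (10707325), a vesicular transporter of glutamate, rose from 7.11 ± 0.81 in wild-type pituitary (SD, n = 5) to 9.98 ± 0.26 in the adenomas (SD, n = 9), 7.32-fold (adjusted p = 1.37e-05 from limma), and Nefh, the heavy neurofilament gene, was 2.36-fold higher (adjusted p = 0.000535). The oxytocin gene Oxt and the synapsin gene Syn1 were 1.26-fold and 1.32-fold lower (adjusted p = 0.00943 and 0.0263).

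Markers of pericytes, fibroblasts and matrix were mixed, with 6 of 14 higher, 2 lower (7 and 2 adjusted over the list alone) and a median of 0.33 (camera adjusted p = 0.0581, or 0.0349 with the number prefix as a block). Postn, Rgs5 and Tagln rose by 1.47, 1.12 and 0.86 on the log2 scale and Ogn fell by 1.57. Of 11 T and NK cell markers only Il7r was higher (0.52) and none was lower, also over the list alone (median -0.030, mean 0.050, camera adjusted p = 0.877). Of 4 B and plasma cell markers none passed limma's test, also over the list alone, and 1 was lower at an unadjusted p under 0.05 (median -0.16, camera adjusted p = 0.294). Of 5 red blood cell markers none passed it, also over the list alone, and 2 were lower at an unadjusted p under 0.05 (median -0.27, camera adjusted p = 0.294). Calls were lost for Rgs5 (10765437) without wild-type pituitary 3 or 4 (log2 fold changes from 0.84 to 1.05), for Il7r (10821851) without wild-type pituitary 2, 3 or 4 (log2 fold changes from 0.47 to 0.51) and for Syn1 (10932107) without wild-type pituitary 3 or 4 (log2 fold changes from -0.33 to -0.32). The list of pericytes, fibroblasts and matrix passed the test without wild-type pituitary 3 or adenoma 1 or 5 (medians from 0.30 to 0.39 over all fits without 1 sample).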

The relative high number of differentially expressed transcripts is not unexpected since normal pituitary is composed of multiple cell types of which only 10–20 % are gonadotroph cells. Gene ontology (GO) term enrichment analysis showed that genes related to cell cycle (*P* = 9.85E−09), development (*P* = 1.2E−06), cell differentiation (*P* = 1.36E−06), cell proliferation (*P* = 2.53E−07), and lipid metabolism (*P* = 9.43E−04) are overrepresented in our dataset (ratios >twofold, Table 1). 

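The genes that Table 1 names were chosen by the paper on these samples, so their counts here are not independent evidence of their direction. Of the cell cycle genes, 15 of 15 measured were higher in the adenomas at an adjusted p under 0.05 from limma and none was lower, with a median log2 fold change of 1.22 (camera adjusted p = 1.54e-12, adjusted p = 0.067 with an estimated correlation). Cdkn2c (10878705), encoding the CDK inhibitor p18, was at 7.81 ± 0.23 in wild-type pituitary (SD, n = 5) and at 9.23 ± 0.49 in the adenomas (SD, n = 9), 2.67-fold higher. The centromere gene Cenpf and the cyclin gene Ccna2 had log2 fold changes of 1.34 and 1.33, with all 9 adenoma values above the wild-type values for each. Of the up-regulated development genes, 17 of 17 were higher (median 1.90, camera adjusted p = 4.44e-17), among them Igfbp7, which rose by 1.43. Of the differentiation genes, 23 of 23 were higher (median 1.56, camera adjusted p = 2.09e-17), including the thyrotropin receptor gene Tshr (1.78) and the transcription factor gene Neurod4 (1.28). Of the proliferation genes, 20 of 21 were higher (median 1.43, camera adjusted p = 1.62e-15), and Cdkn1c did not pass the test. The counts were the same when adjusted over the list alone, except for proliferation with 21.

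The genes that Table 1 gives as down-regulated were lower. Of the development genes, 9 of 11 passed the test (11 adjusted over the list alone, median -1.36, camera adjusted p = 6.78e-08), and Nr4a2 and Nr4a3 did not. The semaphorin gene Sema3e fell by 1.44 on the log2 scale (adjusted p = 0.00177) and Adcyap1r1, the receptor of the peptide PACAP, fell by 1.17 (adjusted p = 0.00491), with all 9 adenoma values below the wild-type values for each. The negative regulators of proliferation were lower in 8 of 8 genes (8 adjusted over the list alone, median -1.16, camera adjusted p = 7.11e-08, adjusted p = 0.067 with an estimated correlation). The retinol transport gene Rbp4 fell by 1.44 and Cdk6, a cyclin-dependent kinase of G1, fell by 1.53. Nfib, Msx1, Wfdc1, the connexin gene Gjb6 and Slit2, which is named through the paper's Dataset 1 and was not in the list test, had log2 fold changes between -1.17 and -0.92. Tac1, a proliferation gene of Table 1 encoding the substance P precursor, rose by 1.49 (adjusted p = 0.037). Its log2 fold change was 2.90 in females and 0.31 in males, a difference that did not pass the test (interaction term, adjusted p = 0.414 from limma). The call of Tac1 (10853683) was lost without wild-type pituitary 1 or 5 or adenoma 1 or 3 (log2 fold changes from 1.14 to 1.45), and its adjusted p ran from 0.0256 to 0.717 over the alternative settings. Gjb6 (10784120) lost its call without wild-type pituitary 1 or 3 (log2 fold changes from -1.11 to -0.96).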

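Genes of mitosis were higher in the adenomas. Ccnb1 (10821016), encoding cyclin B1, was at 5.50 ± 0.34 in wild-type pituitary (SD, n = 5) and at 7.68 ± 0.84 in the adenomas (SD, n = 9), a log2 fold change of 2.17 (standard error 0.36, adjusted p = 0.00103 from limma). Cyclin B2, encoded by Ccnb2, and the spindle checkpoint kinases Bub1 and Bub1b had log2 fold changes of 1.45, 1.72 and 1.09. The mitotic kinase gene Aurka rose by 0.91, the mitotic kinesin genes Kif4a and Kif11 by 1.45 and 1.19, and Prc1, which bundles microtubules of the spindle midzone, by 1.70. Cdc20, the activator of the anaphase-promoting complex, Cdk1, Ccne1 and Cdkn3 rose by 1.07, 0.94, 0.96 and 1.11 (adjusted p from 0.000818 to 0.0083). Ccna1, the cyclin A of the germ line, was at 5.64 ± 0.029 and 5.58 ± 0.14 (adjusted p = 0.589). Of the paper's 14 mitosis genes, 13 were higher and none was lower, also over the list alone (median 1.15, camera adjusted p = 6.25e-10, adjusted p = 0.12 with an estimated correlation). They were chosen on these samples and are not independent evidence.

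Of 42 measured G2/M genes, 11 of which the paper also names among genes changed in these samples, 27 were higher and 1 was lower (28 and 1 adjusted over the list alone, median 0.78, camera adjusted p = 5.5e-12, adjusted p = 0.139 with an estimated correlation), among them the kinetochore gene Ndc80 (2.08). Of 34 S-phase genes, 15 were higher and none was lower (17 adjusted over the list alone, median 0.36, camera adjusted p = 1.18e-07, adjusted p = 0.139 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, rose by 2.66 on the log2 scale, the replicative helicase genes Mcm5 and Mcm6 by 1.24 and 1.02, and the replication licensing gene Gmnn by 0.93.

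Genes of pituitary development went both ways. Neurod1 (10846685), a transcription factor gene of neuroendocrine cells, was 10.2-fold higher (adjusted p = 7.5e-06, 9 of 9 adenoma values above all wild-type values) and Fgfr2 3.72-fold higher (adjusted p = 0.000109), while Notch2 fell by 1.14 and Egr1 (10800919) fell by 1.36 on the log2 scale (adjusted p = 0.00056 and 0.0243). The call of Egr1 was lost without wild-type pituitary 3 or 4 (log2 fold changes from -1.07 to -1.03). Of the 7 genes of this group tested as a list, 3 were higher and 4 lower, also over the list alone, and the list had a median of -1.08, a mean of 0.17 and a camera adjusted p of 0.773.

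**Figure D1:**
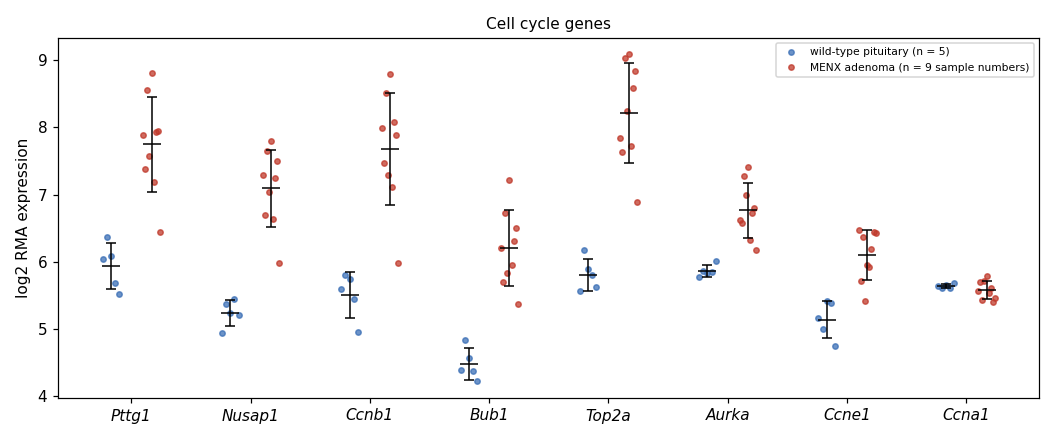
Expression of Pttg1, Nusap1, Ccnb1, Bub1, Top2a, Aurka, Ccne1 and Ccna1 on the log2 scale in 5 wild-type pituitaries (blue) and 9 adenoma sample numbers (red), each point 1 sample or sample number and each bar the mean with its SD. For all of these genes but Ccna1, every adenoma value lies above every wild-type value.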

Genes encoding proteins involved in cell cycle regulation and especially in mitosis such as *Aurka*, *Bub1*, *Bub1b*, *Ccna1*, *Ccnb1*, *Ccnb2*, *Ccne1*, *Cdc2*, *Cdc20*, *Cdkn3*, *Kif4*, *Kif11*, *Nusap1*, *Prc1*, as well as genes involved in pituitary development or adenohypophyseal cell differentiation, such as *Dax*-*1/Nr0b1, Egr1*, *Fgfr2, Neurod1, Notch2, Nr5a1, Pou1f1, Tbx19* [6, 10, 23] were differentially expressed in rat PAs (Table 1). Array data mining found that genes such as *Ccnb1*, *Igfbp3*, *Nusap1, Pttg1*, *Racgap1*, *Top2a*, *Tpx2,* which are associated with the aggressive behaviour of various human tumors, including PAs, and proto-oncogenes such as *Ect2*, *Kit*, *Kras*, *Lyn*, *Ret* are up-regulated in rat adenomas [12, 15, 42, 43]. This result is in agreement with the elevated proliferative activity of the tumors [26]. 

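Top2a (10746976), encoding topoisomerase IIα, rose from 5.81 ± 0.24 in wild-type pituitary (SD, n = 5) to 8.21 ± 0.75 in the adenomas (SD, n = 9), a log2 fold change of 2.40 (adjusted p = 0.000246 from limma). Pttg1 (10742194), encoding securin, which holds sister chromatids together until anaphase, had a log2 fold change of 1.81 (adjusted p = 0.00133) and the spindle assembly gene Tpx2 of 1.82 (adjusted p = 0.000155). Racgap1, needed for cytokinesis, and Igfbp3, a binding protein of insulin-like growth factors, were 2.98-fold and 4.38-fold higher. For each of these genes all 9 adenoma values lay above all 5 wild-type values. All 7 genes of this group, Ccnb1 and Nusap1 included, were higher (also over the list alone), with a median log2 fold change of 1.86 and a camera adjusted p of 2.81e-08 (adjusted p = 0.067 with an estimated correlation).

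Among the proto-oncogenes, Ect2 was 5.29-fold higher (adjusted p = 0.00049), the receptor kinase genes Ret and Kit 4.43-fold and 3.43-fold (adjusted p = 0.00196 and 0.00236), and the Src-family kinase gene Lyn 2.25-fold (adjusted p = 0.00129). The 4 of these genes in the list test were all higher, also over the list alone (median 1.96, camera adjusted p = 0.000175, adjusted p = 0.0897 with an estimated correlation). The genes of both groups were chosen by the paper on these samples, so their counts are not independent evidence of direction.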

Interestingly, also genes belonging to the category “lipid metabolic process” were significantly overrepresented in the rat adenomas, and several of them are known targets of the transcription factor steroidogenic factor 1 (SF-1) (see below).

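Fdxr (10748909), encoding the adrenodoxin reductase that passes electrons to mitochondrial P450 enzymes and named through the paper's Dataset 1, rose from 7.01 ± 0.30 in wild-type pituitary (SD, n = 5) to 8.65 ± 0.36 in the adenomas (SD, n = 9, adjusted p = 6.65e-05 from limma). Apoe (10719530), the apolipoprotein E gene, was 2.70-fold higher (adjusted p = 0.00886), with 8 of 9 adenoma values above all wild-type values. It is also expressed by macrophages, whose markers were higher in the same samples. The P450 gene Cyp1b1 had a log2 fold change of 1.58 (adjusted p = 0.0426, 7 adenoma values above and 1 below all wild-type values), and Apof one of 1.52 (adjusted p = 0.0686). Of the 8 lipid genes of Table 1 in the list test, 6 were higher and none was lower (8 adjusted over the list alone, median 1.57, camera adjusted p = 3.51e-05). They were chosen by the paper on these samples and are not independent evidence of direction. Of 19 measured genes of cholesterol synthesis and uptake, 3 were higher and 1 was lower, also over the list alone (median 0.009, camera adjusted p = 0.682). Dhcr7, which makes cholesterol from 7-dehydrocholesterol, rose by 2.44 on the log2 scale, Acat2 by 1.08 and Pmvk by 0.31, while Srebf2, the transcription factor gene of this pathway, fell by 0.98.

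Cyp1b1 (10887947) lost its call without any 1 of the 5 wild-type pituitaries or adenoma 1, 3, 4, 5 or 7 (log2 fold changes from 1.42 to 1.62) and Acat2 (10702945) without wild-type pituitary 4 or 5 (log2 fold changes from 0.81 to 1.08). Pmvk (10816817) lost it without wild-type pituitary 1, 3 or 5 or adenoma 1, 2, 5, 6, 7, 8 or 9 (log2 fold changes from 0.22 to 0.32), and Apof (10893064) passed the test without adenoma 6 (log2 fold change 1.74).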

**Table 1:** Enriched GO categories by GePS software from Genomatix

GO-term	GO-term ID	*P* value	Observed/expected	Number of genes in GO	Selected dysregulated genes
*Enriched terms within the up-regulated genes*					
Cell cycle	GO: 0007049	9.85E−09	42/16	667	Aurka, Bmp7, Bub1, Bublb, Ccnbl, Ccnb2, Cdc2, Cdc20, Cdknla, Cdkn2c, Cdkn3, Cenpf, Cited2, Id2, Nusapl, Pttgl
Developmental process	GO: 0032502	1.20E−06	98/62	2,597	Angpt2, Ass1, Bmp7, Cdkn2c, Cited2, Cyp11a1, Fgfr2, Id2, Igfbp3, Igfbp7, Lyn, Neurod1, Nos1, Nr0b2, Nr0b1, Nr5a1, Ret, Sox11
Cell differentiation	GO: 0030154	1.36E−06	63/34	1,431	Angpt2, Apoe, Ar, Bag1, Bmp7, Ccnb1, Cdc2, Cdkn2c, Cenpf, Cited2, Cyp11a1, Fgfr2, Id2, Igfbp3, Kit, Kras, Lyn, Neurod1, Neurod4, Nr0b1, Nr5a1, Racgap1, Ret, Sox11, Top2a, Tshr, Vegfa
Cell proliferation	GO: 0008283	2.53E−07	45/20	832	Apoe, Ar, Bub1, Ccna2, Ccnb1, Cdc2, Cdc20, Cdkn1a, Cdkn1c, Cdkn2c, Cenpf, Fgfr2, Gnrhr, Id2, Igfbp3, Kit, Kras, Lyn, Pttg1, Racgap1, Scarb1, Sox11, Tac1, Vegfa
Lipid metabolic process	GO: 0006629	9.43E−04	33/19	772	Apoe, Apof, Cyp1b1, Cyp11a1, Cyp11b1, Cyp11b2, Fdxr, Nr0b1, Scarbl
*Enriched terms within the down-regulated genes*					
Developmental process	GO: 0032502	7.73E−10	69/34	2,597	Egr1, Notch2, Nr4a3, Sema3e, Dlk1, Angptl, Nr4a2, Ghrhr, Adcyap1r1, Pou1f1, Tbx19
Negative regulation of cell proliferation	GO: 0008285	9.29E−03	9/4	271	Nfib, Notch2, Gjb6, Wfdd, Rbp4, Gpc3, Cdk6, Msx1, Slit2

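Tshb, Gh1, Prl and Pomc encode thyrotropin β, growth hormone, prolactin and the corticotropin precursor, and Cga the α subunit shared by the glycoprotein hormones. Tshb (10825521) was at 11.79 ± 0.69 in wild-type pituitary (SD, n = 5) and at 8.04 ± 1.86 in the adenomas (SD, n = 9), 13.5-fold lower (adjusted p = 0.00459 from limma), and 5.56-fold lower as a ratio of linear means over lesions. Its log2 fold change was -5.49 with number prefix 09 alone and -2.25 with prefix 08 alone, where the call was lost (adjusted p = 0.0806). Pomc (10883381) was 13.4-fold lower, at 11.87 ± 0.46 and 8.12 ± 1.44 (adjusted p = 0.000857). Gh1 (10748267) was 2.55-fold lower, at 13.98 ± 0.12 and 12.63 ± 1.04 (adjusted p = 0.0402). For each of these, all 9 adenoma values lay below all 5 wild-type values. Of the 16 single lesions this held for 16 for Pomc, 15 for Tshb and 14 for Gh1. The exceptions for Gh1, at 13.83 and 14.01, were lesions of adenoma 5, and in these Ghrhr was at 8.29 and 9.02. Prl (10798310) was near the top of the scale in both groups, at 13.69 ± 0.12 and 13.77 ± 0.076 (log2 fold change 0.079, adjusted p = 0.434). Cga (10868221) rose from 12.86 ± 0.33 to 13.77 ± 0.052, 1.89-fold (adjusted p = 0.000109), with all 9 adenoma values above the wild-type values. Cga in the adenomas and Gh1 in wild-type pituitary were also near the top of the scale, where folds are understated. Of 7 hormone genes, Lhb and Fshb included, 5 were lower and 1 was higher, also over the list alone (median -2.24, camera adjusted p = 0.0373, adjusted p = 0.154 with an estimated correlation). The call of the hormone list was lost without wild-type pituitary 1, 2, 3 or 5 (medians from -2.40 to -2.05 over all fits without 1 sample). That of Gh1 was lost without any 1 of the 5 wild-type pituitaries or adenoma 1, 2, 3, 7 or 9 (log2 fold changes from -1.40 to -1.20) and with arrays centred on their median, and its adjusted p ran from 0.00436 to 0.285 over the alternative settings.

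**Figure D2:**
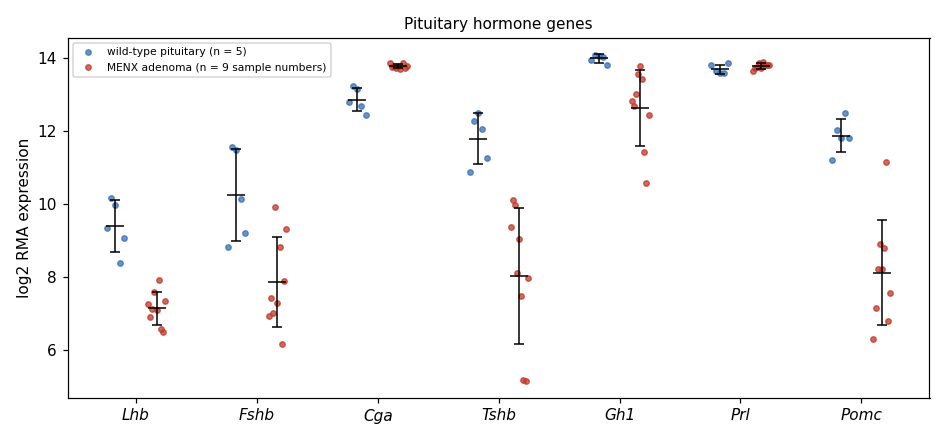
Expression of Lhb, Fshb, Cga, Tshb, Gh1, Prl and Pomc on the log2 scale in 5 wild-type pituitaries (blue) and 9 adenoma sample numbers (red), each point 1 sample or sample number and each bar the mean with its SD. The adenoma values of Lhb, Tshb, Gh1 and Pomc all lie below the wild-type values, and those of Cga all above. For Tshb and Gh1 this holds for the values averaged per sample number and not for every single lesion.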

Genes encoding pituitary hormones were down-regulated in rat adenomas, with the exception of *Cga* encoding the common alpha subunit of the gonadotropins (αGSU), which was highly expressed in all adenomas (Supplementary Fig. 1). These results are in keeping with previous immunohistochemical stainings showing that the large, older rat pituitary lesions do not express any hormone subunit except αGSU [26].

Transcription factor analysis using Ingenuity Pathway Analysis (IPA) predicted the activation of several upstream transcription factors, including *Nr5a1* (*z*-score = +2.34; *P* = 5E−08) encoding SF-1 (Supplementary Table 1). The genes encoding the gonadotropin hormone subunits LHβ and FSHβ, which are transcriptionally regulated by SF-1 in gonadotroph cells, are down-regulated in the large rat tumors, as mentioned above. In contrast, several downstream targets of SF-1 were found highly expressed in the adenomas. 

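Lhb (10706810) fell by 2.24 on the log2 scale in the adenomas (standard error 0.28, adjusted p = 0.000183 from limma), from 9.39 ± 0.71 in wild-type pituitary (SD, n = 5) to 7.14 ± 0.45 (SD, n = 9). This was 4.74-fold lower, and all 9 adenoma values lay below all 5 wild-type values. Fshb (10848008) fell by 2.38 (standard error 0.62, adjusted p = 0.0161), from 10.24 ± 1.26 to 7.86 ± 1.24, 5.20-fold lower, with 7 of 9 adenoma values below all wild-type values. Expression of Fshb varied more between wild-type pituitaries, which ranged from 8.83 to 11.56, than that of Lhb, which ranged from 8.39 to 10.16. Wild-type females were at 8.83 and 9.21 for Fshb and males at 10.15 to 11.56, and 6 of 9 adenoma values against 2 of 5 wild-type values came from females. Its log2 fold change was -0.85 in females and -3.81 in males, a difference that did not pass the test (interaction term 2.97, adjusted p = 0.632 from limma). The call of Fshb was lost without wild-type pituitary 3 (log2 fold change -2.07), and its adjusted p ran from 0.00151 to 0.806 over the alternative settings.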

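Nr5a1 (10844858), encoding SF-1 and named through the paper's Dataset 1, rose from 6.66 ± 0.30 in wild-type pituitary (SD, n = 5) to 8.01 ± 0.29 in the adenomas (SD, n = 9), 2.54-fold (log2 fold change 1.34, standard error 0.15, adjusted p = 9.91e-05 from limma). Among its targets Nos1 (10762455), the neuronal nitric oxide synthase gene, was 20.0-fold higher (adjusted p = 2.49e-09). Cyp11a1 (10910421), encoding the cholesterol side-chain cleavage enzyme P450scc, was 10.1-fold higher (log2 fold change 3.33, standard error 0.67, adjusted p = 0.00388). Scarb1 (10758137), the receptor for high-density lipoprotein, was 9.23-fold and the nuclear receptor gene Nr0b2 6.27-fold higher (adjusted p = 0.000283 and 0.000324). All 9 adenoma values of these genes lay above all 5 wild-type values. Giot1, Nr0b1, the gonadotropin-releasing hormone receptor gene Gnrhr and Angpt2 were 3.72-fold, 2.95-fold, 2.63-fold and 2.37-fold higher (adjusted p from 0.000779 to 0.0055). Cyp11b1 (10904553), the 11β-hydroxylase gene, was 2.01-fold higher (adjusted p = 0.0128), at 4.07 ± 0.24 and 5.07 ± 0.58. These means lay under the median level of all probe sets, 6.43. Another of its probe sets, named through Dataset 1, was at 6.02 and 5.22 (log2 fold change -0.80, adjusted p = 0.0922). The arrays thus do not settle whether Cyp11b1 rose. Cyp11b2 (10904568), the aldosterone synthase gene, was at 5.81 ± 0.86 and 7.55 ± 1.32 (log2 fold change 1.73, adjusted p = 0.0539, 4 of 9 adenoma values above all wild-type values).

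Of the 9 targets in the list test, 8 were higher and none was lower (9 adjusted over the list alone, median log2 fold change 1.73, camera adjusted p = 1.73e-08). The paper chose them on these samples, so they are not independent evidence of direction. Within prefix 08 the log2 fold change of Cyp11a1 (10910421) was 3.99 (adjusted p = 0.0494) and within prefix 09 2.48 (adjusted p = 0.0698). The call of Cyp11b1 (10904553) was lost with array weights (adjusted p from 0.00546 to 0.154 over the alternative settings), and Cyp11b2 passed the test without wild-type pituitary 2 or adenoma 1 or 8 (log2 fold changes from 1.38 to 2.08) and with lesions as separate samples.

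**Figure D3:**
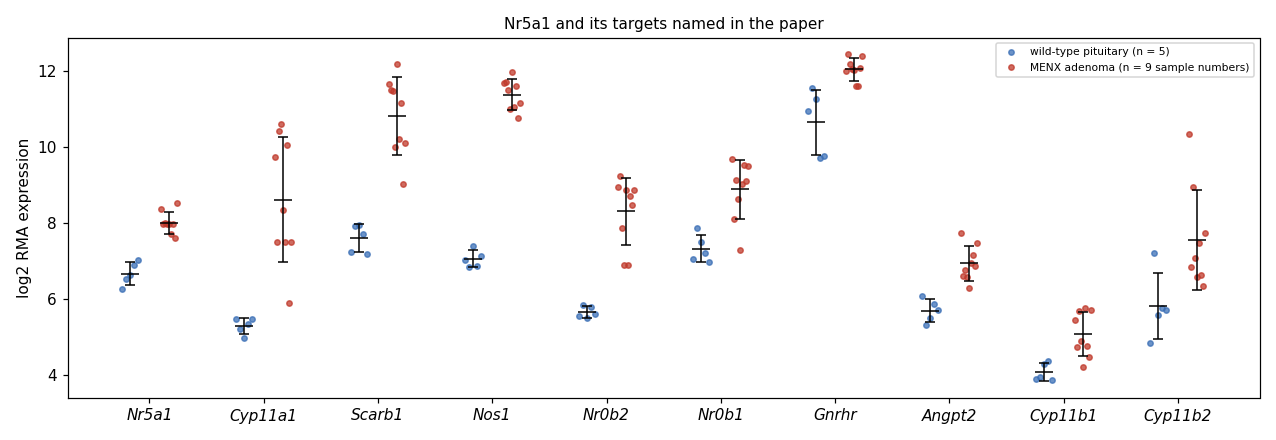
Expression of Nr5a1, Cyp11a1, Scarb1, Nos1, Nr0b2, Nr0b1, Gnrhr, Angpt2, Cyp11b1 and Cyp11b2 on the log2 scale in 5 wild-type pituitaries (blue) and 9 adenoma sample numbers (red), each point 1 sample or sample number and each bar the mean with its SD. All adenoma values lie above all wild-type values for Nr5a1, Cyp11a1, Scarb1, Nos1, Nr0b2, Gnrhr and Angpt2.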

While the mRNA level *Nr5a1* was up-regulated 2.7-fold in the adenomas (Dataset 1), its downstream targets were overexpressed up to 23-fold in the tumors, including *Angpt2*, *Cyp11a1*, *Cyp11b1, Cyp11b2*, *Giot1*, *Gnrhr*, *Nos1*, *Nr0b1*/*Dax1*, *Nr0b2*, *Scarb1*. Also *Fgf13* and *Col18a1* were up-regulated, as reported in adrenal cancer cells [8], and so was *Cited2*, encoding for a co-activator of SF-1 during adrenal development [40]. 

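Cited2 (10701846) rose from 7.55 ± 0.16 in wild-type pituitary (SD, n = 5) to 8.60 ± 0.31 in the adenomas (SD, n = 9), a log2 fold change of 1.05 (standard error 0.14, adjusted p = 0.000278 from limma), with all 9 adenoma values above the wild-type values. Fgf13 (10939919), a member of the fibroblast growth factor family that acts inside the cell, had a log2 fold change of 1.66 (standard error 0.40, adjusted p = 0.0113), with 6 of 9 adenoma values above all wild-type values. Col18a1 (10829378), the gene of collagen XVIII, named through the paper's Dataset 1, had a log2 fold change of 1.02 (standard error 0.26, adjusted p = 0.0148), with 7 of 9 values above.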

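Among other genes connected with SF-1 in Supplementary Fig. 2a, Vim (10796445), encoding the filament protein vimentin, was at 8.55 ± 0.34 in wild-type pituitary (SD, n = 5) and at 9.94 ± 1.01 in the adenomas (SD, n = 9), 2.62-fold higher (adjusted p = 0.0344 from limma), with 8 of 9 adenoma values above all wild-type values. It is also expressed by macrophages, whose markers were higher in the same samples. Trerf1 (10926351), a transcriptional regulator of Cyp11a1, was 2.02-fold lower (adjusted p = 0.00235), with 8 of 9 adenoma values below all wild-type values. The call of Vim was lost without wild-type pituitary 1, 3, 4 or 5 or adenoma 7 (log2 fold changes from 1.25 to 1.48) and with sex as a covariate, and its adjusted p ran from 0.00487 to 0.704 over the alternative settings.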

Altogether, these data suggest that the activity of SF-1 is enhanced in rat PAs (Supplementary Fig. 2a). Further support to the activation of SF-1 in the rat tumors came from the validation of *Cyp11b1* and *Cyp11b2* overexpression in independent adenoma samples (Supplementary Fig. 2b). Several of the SF-1 targets mentioned above play a physiological role in the synthesis or transport of steroid hormones in steroidogenic tissues and have not so far been implicated in adenohypophyseal tumorigenesis.

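Of 16 measured genes of steroid synthesis and transport, a list that shares Cyp11a1, Cyp11b1, Cyp11b2 and Scarb1 with the paper's SF-1 targets, 6 were higher in the adenomas and none was lower (8 higher and 2 lower adjusted over the list alone). The median log2 fold change was 0.42 (camera adjusted p = 0.0134, adjusted p = 0.148 with an estimated correlation). Akr1c14 (10799346), encoding the 3α-hydroxysteroid dehydrogenase, rose from 5.25 ± 0.33 in wild-type pituitary (SD, n = 5) to 6.69 ± 1.02 in the adenomas (SD, n = 9, adjusted p = 0.0304 from limma), with 8 of 9 adenoma values above all wild-type values. Its call was lost without wild-type pituitary 3, 4 or 5 or adenoma 1 (log2 fold changes from 1.32 to 1.45). From the higher levels of Nr5a1 and of its downstream targets, the paper proposes that SF-1 is more active in the rat adenomas (Supplementary Fig. 2a).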

Real-time quantitative RT-PCR (qRT-PCR) for 9 selected overexpressed genes was performed on 11 additional individual pituitary adenomas to validate the array data (Fig. 1a). These tumors were compared with five pituitaries from wild-type rats. 

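On the arrays, Ass1 (10835355), encoding argininosuccinate synthase of the arginine pathway, rose from 8.68 ± 0.19 in wild-type pituitary (SD, n = 5) to 12.31 ± 0.70 in the adenomas (SD, n = 9), 12.4-fold (adjusted p = 5.69e-06 from limma). Bmp7 (10852106), a bone morphogenetic protein gene, was 6.47-fold higher (adjusted p = 0.00016) and Id2, an inhibitor of helix-loop-helix transcription factors, 2.33-fold higher (adjusted p = 0.0126), with all 9 adenoma values above all 5 wild-type values for each. Cdkn1c (10727056), encoding the CDK inhibitor p57, was at 7.28 ± 0.31 and 8.38 ± 1.18 (log2 fold change 1.11, adjusted p = 0.128, 6 adenoma values above and 1 below all wild-type values). Its adjusted p ran from 0.000372 to 0.712 over the alternative settings, and it passed the test with lesions as separate samples. Of the 13 genes that the paper measured by qRT-PCR and that entered the list test, Pomc, Lhb and Fshb included, 9 were higher and 3 lower on the arrays (10 and 3 adjusted over the list alone, median log2 fold change 1.22, camera adjusted p = 0.000167, adjusted p = 0.0753 with an estimated correlation). They were chosen by the paper on these samples and are not independent evidence of direction.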

*Nr5a1* (Sf-1) and *Cga* (αGSU) were included as controls because the encoded proteins are expressed in these tumors [26], while the other transcripts were chosen because they have interesting functions and they span a broad range of increased fold-changes, from ~3-fold to >20-fold. The results confirmed the up-regulation of these genes in rat PAs, with *Cdkn1c* (p57) showing a trend toward higher levels in the tumors versus normal pituitary which did not reach the statistical significance (Fig. 1a). qRT-PCR also confirmed the down-regulation of *Pomc*, *Lhb*, *Fshb* in rat adenomas (Fig. 1b).

**Fig. 1:**
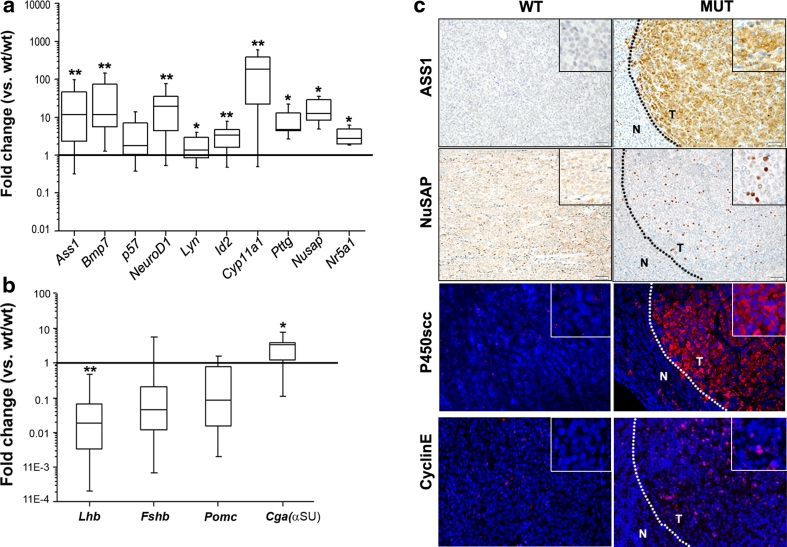
Validation of selected genes by qRT-PCR and by IHC on rat PA tissues. **a**, **b** RNA was extracted from 11 macrodissected pituitary tumors of adult mutant rats and from five normal pituitaries of wild-type (wt/wt) rats. qRT-PCR was performed using TaqMan primer and probe sets specific to **a** rat genes up-regulated by array analysis: *Ass1*, *Bmp7*, *p57*, *NeuroD1*, *Lyn*, *Id2*, *Cpy11a1*, *Pttg*, *Nusap,* *Nr5a1* and **b** rat genes down-regulated by array analysis: *Lhβ*, *Fshβ*, *Pomc*, *Cga* (αGSU). The relative mRNA expression level of the target genes was normalized for input RNA using the housekeeping β2-microglobulin gene and a calibrator RNA always run in parallel and was calculated with the 2^−ΔΔCt^ formula. The obtained relative value was normalized against the average level in normal pituitary, arbitrarily set to 1. The boundary of the *box* closest to zero indicates the 25th percentile, the *line* within the *box marks* the median, and the boundary of the *box* farthest from zero indicates the 75th percentile. *Error bars* *above* and *below* the *box* indicate the 99th and 1th percentiles. *P < 0.05, **P < 0.001. **c** Formalin-fixed, paraffin-embedded (FFPE) pituitaries from adult wild-type (WT) (*left*) and mutant (MUT) (*right*) rats were used. IHC was performed using antibodies against ASS1 and NuSAP and counterstained with hematoxylin. Immunofluorescence was performed with antibodies against P450scc or Cyclin E and nuclei were counterstained with DAPI. *T* tumor area, *N* normal adjacent area. Original magnification: ×200; *insets*: ×400

The differential expression of selected genes was further validated with immunohistochemistry (IHC) and immunofluorescence (IF). Stainings for argininosuccinate synthetase 1 (Ass1), NuSAP, Cyclin E, P450scc (encoded by *Cyp11a1*) showed higher Ass1 and P450scc levels in tumors compared with non-tumorous pituitary tissue of mutant rats or wild-type rat pituitaries (Fig. 1c). Similarly, NuSAP- and CyclinE-positive cells were found in higher number in adenomas compared with surrounding non-tumorous gland, or with normal pituitaries (Fig. 1c).

### Dysregulated pathways and genes previously associated with human pituitary tumors

Some of the pathways identified as dysregulated in rat PAs by the IPA software have also been implicated in human PAs by proteomics profiling, and include cell cycle, lipid metabolism and endocrine system development [45]. In addition, the homologues of several genes up-regulated in the rat tumors had also been already implicated in human non-functioning/gonadotroph PAs. Examples are *ECT2*, *NEUROD1*, *PTTG1*, *VEGFA* and the oncogene c-*fos* [22, 25, 31, 32]. 

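In the rat adenomas, Vegfa (10921772), encoding the vascular endothelial growth factor, rose from 7.39 ± 0.40 in wild-type pituitary (SD, n = 5) to 8.61 ± 0.46 (SD, n = 9), 2.32-fold (adjusted p = 0.00203 from limma), with all 9 adenoma values above the wild-type values. Fos (10886031), the c-fos gene, was at 7.76 ± 0.98 in wild-type pituitary and at 6.89 ± 0.16 in the adenomas, a log2 fold change of -0.87 (standard error 0.29, adjusted p = 0.0521). The wild-type pituitaries ranged from 6.68 to 9.12 for Fos, and no adenoma value lay outside that range. Its log2 fold change was 0.12 in females and -1.57 in males, a difference that did not pass the test (interaction term, adjusted p = 0.218 from limma). The female wild-type pituitaries were 1 and 5. Fos passed the test as lower without wild-type pituitary 1 or 5 (log2 fold changes from -1.14 to -1.08) and with lesions as separate samples, and its adjusted p ran from 0.00693 to 0.773 over the alternative settings.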

*NOS1* and *DAX1,* regulated by and/or regulating the transcription factor SF-1, are highly expressed in human gonadotroph adenomas [20, 39]. Androgen receptor (AR) is expressed in 74 % of gonadotropinomas [37], and *DLK1* is silenced in non-functioning adenomas, while it is highly expressed in functional adenomas [1].

Studies comparing the transcriptome of human gonadotroph adenomas with that of normal pituitary tissues [1, 9, 11, 28, 31] or of non-invasive versus invasive gonadotroph adenomas [12, 19] have been performed. We therefore compared our Dataset 1 with the available lists of significantly differentially expressed genes in human non-functioning/gonadotroph adenomas. Examples of concordantly dysregulated genes in both species are reported in Supplementary Table 2. Remarkably, the degree of overlap of genes differentially expressed among different human sample sets is similar to the overlap between rat and human datasets, as estimated using Venn diagrams (Fig. 2). 

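In the rat adenomas, Maob (10932211), encoding monoamine oxidase B, fell from 7.67 ± 0.25 in wild-type pituitary (SD, n = 5) to 6.48 ± 0.23 (SD, n = 9), 2.28-fold lower (adjusted p = 5.55e-05 from limma). Angpt1 (10903529), the angiopoietin-1 gene, was 3.36-fold lower (adjusted p = 0.0116) and Rcan2 (10926658), a regulator of calcineurin, 2.84-fold lower (adjusted p = 0.000278). Amigo2, the paraoxonase gene Pon3, the receptor phosphatase gene Ptprk and Atp8a1, a flippase gene named through the paper's Dataset 1, were 2.21-fold, 2.17-fold, 2.15-fold and 1.98-fold lower (adjusted p from 0.00168 to 0.016). Lgals3 (10779673), encoding galectin-3, rose 2.14-fold (adjusted p = 0.00428), with all 9 adenoma values above the wild-type values. Macrophages, whose markers were higher in the same samples, express it too. Nr4a2 (10845384), an orphan nuclear receptor gene, was at 8.94 ± 1.48 and 7.92 ± 0.24 (log2 fold change -1.02, adjusted p = 0.119), and passed the test without wild-type pituitary 1 (log2 fold change -1.34) and with lesions as separate samples, while without wild-type pituitary 4, at 11.38, its log2 fold change was -0.41. Of 9 genes of this group in the list test, Fos among them, 6 were lower and 1 was higher (8 and 1 adjusted over the list alone, median -1.12, camera adjusted p = 0.000161, adjusted p = 0.067 with an estimated correlation). The rat samples took part in their choice, so the counts are not independent evidence of direction.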

The 10 genes differentially expressed in all the datasets we compared are: *Ptprk, Atp8a1, Lgals3, Nr4a2, Pon3, Fos, Angpt1, Amigo2, Rcan2, Maob* (for details, please refer to “Materials and methods”). We found several common dysregulated genes in the rat tumors and in the dataset recently published by Michaelis et al. [28] analyzing 14 human gonadotroph adenomas. 

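Of the genes Ccnb1, Dlk1, Ect2, Fos, Neurod1, Nr0b1 and Vegfa in the rat adenomas, 5 were higher than in wild-type pituitary and 1 was lower at an adjusted p under 0.05 from limma (5 and 2 adjusted over the list alone). Neurod1 had the largest rise of the group and Dlk1 was the lower one, and Fos did not pass the test over all probe sets. The median log2 fold change was 1.56 (camera adjusted p = 0.0112, adjusted p = 0.139 with an estimated correlation). Nr0b1 (10933924), encoding DAX1, a partner and repressor of SF-1, was at 7.32 ± 0.36 in wild-type pituitary (SD, n = 5) and at 8.88 ± 0.78 in the adenomas (SD, n = 9), with 8 of 9 adenoma values above all wild-type values. The genes were chosen by the paper in part on these samples and are not independent evidence of direction.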

Among the genes dysregulated in both rat and human adenomas, we found genes associated with pituitary function or pituitary tumorigenesis and mentioned earlier in the article, such as *AR*, *CCNB1*, *DLK1*, *ECT2*, *FOS*, *NEUROD1*, *NR0B1/DAX1*, *VEGF*. 

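In the rat adenomas, Tbx19 (10769492), the transcription factor gene of the corticotroph and melanotroph lineages, fell from 7.57 ± 0.47 in wild-type pituitary (SD, n = 5) to 5.51 ± 0.23 (SD, n = 9). It was 4.19-fold lower (adjusted p = 7.12e-06 from limma), with all 9 adenoma values below all 5 wild-type values. Pou1f1 (10749826), encoding PIT-1, the transcription factor of the somatotroph, lactotroph and thyrotroph lineages, fell from 11.72 ± 0.47 to 10.65 ± 0.66, 2.11-fold lower (adjusted p = 0.0238), with 7 of 9 adenoma values below all wild-type values. The call of Pou1f1 was lost with array weights, and its adjusted p ran from 0.00828 to 0.952 over the alternative settings. Of the hormone genes of these lineages, Pomc and Gh1 were lower in all 9 adenoma values than in any wild-type pituitary, and Prl did not pass the test.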

Genes encoding transcription factors and hormones important in other pituitary cell lineages (i.e. *POU1F1/PIT*-*1, TBX19, GH, PRL, POMC*) are down-regulated in rat and human gonadotroph-derived adenomas, as expected. 

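Bag1 (10876052) was at 8.59 ± 0.26 in wild-type pituitary (SD, n = 5) and at 9.54 ± 0.65 in the MENX adenomas (SD, n = 9), 1.93-fold higher (log2 fold change 0.95, standard error 0.28, adjusted p = 0.0276 from limma). Of the 9 adenoma values, 8 lay above all 5 wild-type values. The call was lost without wild-type pituitary 4 or 5 (log2 fold changes from 0.84 to 0.94) and with array weights, and the adjusted p ran from 0.00426 to 0.794 over the alternative settings.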

*BAG1*, coding for an anti-apoptotic protein, was found overexpressed in human non-functioning PAs by array analysis [32], and is also up-regulated in MENX-associated adenomas. Similarly to the rat tumors, several downstream targets of SF-1 were found to be highly expressed in human gonadotroph adenomas by array analysis (Supplementary Fig. 3). 

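In the rat adenomas, Pde4b (10870342), a phosphodiesterase gene, rose from 7.10 ± 0.39 in wild-type pituitary (SD, n = 5) to 8.38 ± 0.21 (SD, n = 9), 2.43-fold (adjusted p = 0.0001 from limma). Hmmr, a hyaluronan receptor gene active in mitosis, was 2.42-fold higher (adjusted p = 0.00154), and Galnt12, an enzyme of O-glycosylation named through the paper's Dataset 1, 1.91-fold higher (adjusted p = 0.00444), each with 8 of 9 adenoma values above all wild-type values. Gpc3 (10939764), the glypican-3 gene, was 2.52-fold lower (adjusted p = 0.00974), at 6.74 ± 1.07 and 5.40 ± 0.13, with 2 of 9 adenoma values below all wild-type values. Wild-type females were at 5.87 and 5.38 for Gpc3 and males at 7.0 to 7.8. Its log2 fold change was -0.21 in females and -2.09 in males, a difference that did not pass the test (interaction term, adjusted p = 0.0802 from limma). Nr4a3 (10868940), an orphan nuclear receptor gene, was at 7.70 ± 1.18 and 6.75 ± 0.21 (adjusted p = 0.0743) and passed the test as lower without wild-type pituitary 1 (log2 fold change -1.25) and with lesions as separate samples. Wild-type pituitary 4 was at 9.59 for Nr4a3, the other wild-type pituitaries at 6.5 to 7.88. Without wild-type pituitary 4 the fall was smaller and did not pass the test. Together with Bub1, Bub1b, Kif4a, Nusap1 and Prc1, 7 of 9 genes in the list test were higher and 1 was lower (7 and 2 adjusted over the list alone, median 1.28, camera adjusted p = 0.000211, adjusted p = 0.139 with an estimated correlation). They were chosen in part on these samples and are not independent evidence of direction.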

Interestingly, several genes dysregulated in both human and rat array datasets, although not yet evaluated in PAs, have been shown to play a role in other human malignancies, such as *BUB1*, *BUB1B, GALNT12, GPC3, HMMR, KIF4, NR4A3, NUSAP1, PDE4B, PRC1* and thus warrant follow-up studies.

**Fig. 2:**
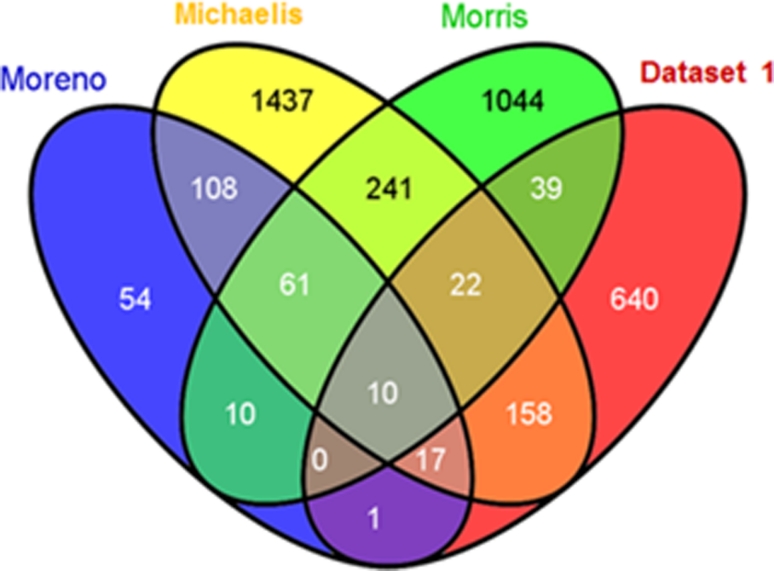
Overlap of differentially expressed genes. Venn diagram displaying the overlap among lists of differentially expressed genes from gene expression studies in human gonadotroph/non-functioning PAs [28, 31, 32] and rat PAs (Dataset 1). For details, see “Materials and methods”

### CYP11A1 and NUSAP1 are overexpressed in human PAs

Among the genes overexpressed in the rat pituitary adenomas, predicted to be up-regulated in at least 2 of the 3 human expression array studies by data mining (Supplementary Table 2, in bold), and never before associated with pituitary adenomas, are *Cyp11a1* and *Nusap1*. Thus, these two genes were selected for further analyses. 

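In the rat adenomas, Nusap1 (10838843), encoding a protein that binds spindle microtubules, rose from 5.24 ± 0.19 in wild-type pituitary (SD, n = 5) to 7.09 ± 0.57 (SD, n = 9), 3.63-fold (log2 fold change 1.86, standard error 0.24, adjusted p = 0.000254 from limma). Its 9 adenoma values ran from 5.98 to 7.80 and its 5 wild-type values from 4.94 to 5.44. Cyp11a1 (10910421) varied more between adenomas, at 8.62 ± 1.65 (SD, n = 9) against 5.29 ± 0.21 in wild-type pituitary (SD, n = 5). In adenomas 1 to 9, Cyp11a1 was at 9.73, 7.50, 10.42, 10.61, 8.34, 7.50, 10.04, 5.89 and 7.51 on the log2 scale. Its 5 wild-type values ran from 4.97 to 5.47, below every adenoma value.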

*Cyp11a1* encodes P450scc, the mitochondrial enzyme that catalyzes the conversion of cholesterol to pregnenolone in steroidogenic tissues. *Nusap1* encodes a protein that plays a role in spindle microtubule organization and is necessary for cell division [35]. To verify whether these genes are truly up-regulated in human gonadotroph adenomas, we performed qRT-PCR in a series of 39 samples. *NR5A1* and *NEUROD1* were also included in the analysis as they are expected to be up-regulated in these tumors. We found that *CYP11A1* was up-regulated in 77 % (27 out of 35) and *NUSAP1* in 95 % (37 out of 39) of the human PAs (Fig. 3a). *NR5A1* and *NEUROD1* were overexpressed in 82 % of the cases.

**Fig. 3:**
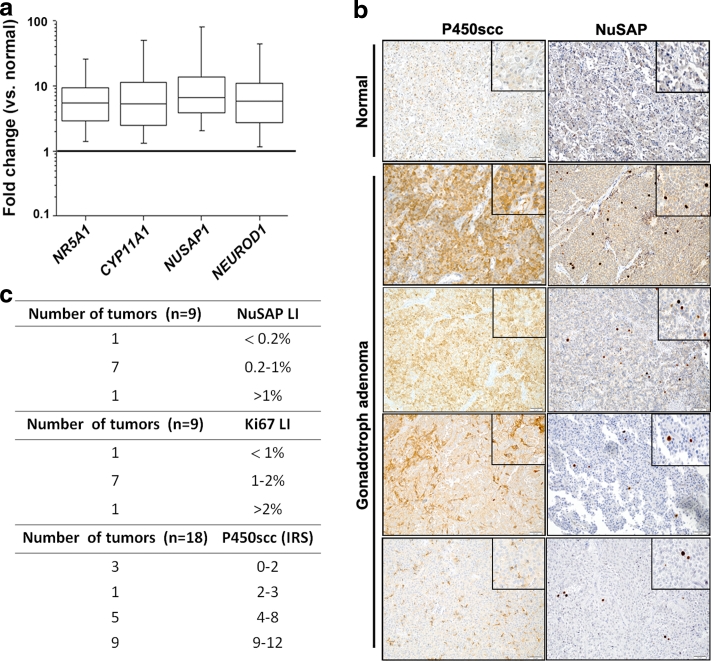
Overexpression of *CYP11A1* and *NUSAP1* and their encoded proteins in human gonadotroph tumors. **a** RNA was extracted from frozen pituitary tumors obtained after transsphenoidal surgery. qRT-PCR was performed using TaqMan primer and probe sets specific to human *NR5A1*, *CYP11A1*, *NUSAP1* and *NEUROD1*. The relative mRNA expression level of the target genes was normalized for input RNA using human *TBP* gene expression (housekeeping gene) and a calibrator human brain RNA always run in parallel and was calculated with the 2^−ΔΔCt^ formula. The obtained relative value was normalized against the average expression of normal pituitary arbitrarily set to 1. The boundary of the *box* closest to zero indicates the 25th percentile, the *line* within the *box marks* the median, and the boundary of the *box* farthest from zero indicates the 75th percentile. *Error bars* *above* and *below* the *box* indicate the 99th and 1th percentiles. **b** Human normal pituitary (*top*) and gonadotroph adenoma samples were used. IHC was performed using antibodies against P450scc (*left*) or against NuSAP (*right*) and counterstained with hematoxylin. Original magnification: ×200; insets: ×400. **c** Scoring of the expression of NuSAP, Ki-67 and P450scc in a series of human gonadotroph adenomas

To determine whether gene up-regulation translates into higher levels of the encoded protein, we obtained formalin-fixed, paraffin-embedded (FFPE) tissue blocks from 18 of the adenomas analyzed by qRT-PCR, and stained them for P450scc and NuSAP. Normal anterior pituitary cells had only weak cytoplasmic positivity for P450scc in sparse hypophyseal cells, while P450scc staining was more intense, although often uneven, in adenomas (Fig. 3b). Immunoreactivity score (IRS) were calculated and showed that 13 of 18 cases (72 %) had a IRS ≥6, indicating moderate to strong staining in up to 75 % of the tumor cells, and 5 cases (28 %) showed weaker staining (IRS ≤4) (Fig. 3c). Of the human gonadotropinomas used for IHC, 9 were invasive and 8 non-invasive. No significant difference in the degree of positivity for P450scc was observed between the two groups of tumors.

We also performed IHC to detect NuSAP expression and we could detect tumor cells having a strong, nuclear staining in every human PA sample (Fig. 3b). Being NuSAP associated with mitosis, we determined the relationship between its expression and that of the Ki67 antigen, an established marker of cell division. Quantification of the IHC results demonstrated that Ki-67-positive cells were more numerous than NuSAP-positive cells (Fig. 3c). NuSAP-positive pituitary tumor cells always co-expressed Ki-67 (Fig. 4a). Co-expression of the two markers was also seen in rat PAs, which have elevated proliferation rates (Fig. 4a) [26]. A good correlation between the Labeling Index (LI) of NuSAP and of Ki-67 was seen in the human tumor tissue samples (*R* ^2^ = 0.8131) (Fig. 4b).

**Fig. 4:**
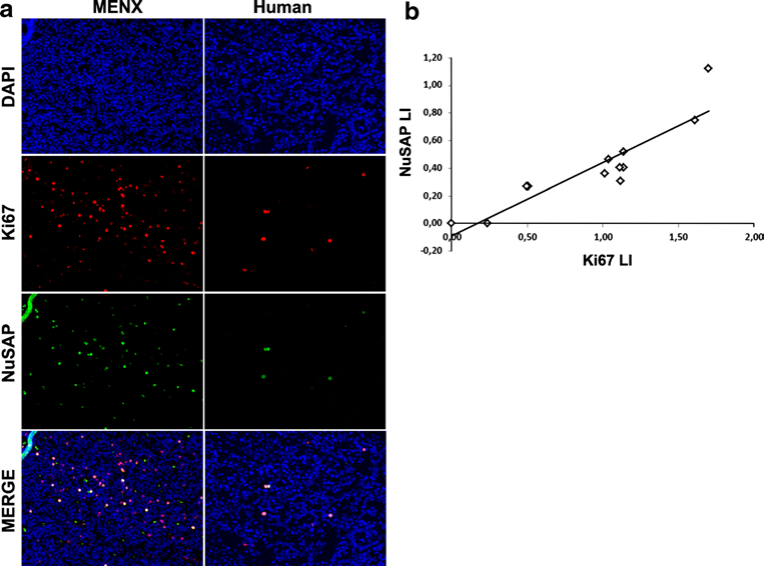
Expression of Ki-67 and NuSAP in rat and human pituitary adenoma cells. **a** Example of immunofluorescent staining with antibodies against Ki-67 (*red*) and NuSAP (*green*) performed on FFPE pituitary tumor tissues from a MENX rat (MENX) and from a patient with gonadotroph adenoma (Human). Nuclei were counterstained with DAPI. Only the tumor area is shown. Original magnification: ×100. **b** Correlation between NuSAP and Ki-67 labeling index (LI) in 12 human gonadotroph adenoma samples

### Cyp11a1 plays a pro-proliferative role in tumorigenesis

We have established that *Cyp11a1* is highly expressed in rat and human gonadotroph tumors at mRNA and protein levels. To clarify the role of this gene in tumorigenesis, we first used Y1 cancer cells derived from a steroidogenic tissue and expressing *Cyp11a1* at high level. siRNA-mediated knock-down of *Cyp11a1* reduced the ability of Y1 cells to proliferate when compared with cells transfected with scrambled siRNA oligos (Supplementary Fig. 4b). Efficient knock-down of the *Cyp11a1* gene was verified by qRT-PCR (Supplementary Fig. 4a). Encouraged by these findings we pursued the role of *Cyp11a1* overexpression in pituitary tumorigenesis. We used somatotroph adenoma-derived GH3 cells, which express relatively high levels of *Cyp11a1* (Supplementary Fig. 5), to evaluate the effect of modulating gene expression on pituitary tumor cell proliferation. We found that siRNA-mediated silencing of *Cyp11a1* reduced GH3 cells proliferation, while scrambled siRNA oligos elicited no effect (Supplementary Fig. 4c, d).

qRT-PCR showed that rat primary PA cells maintain the high *Cyp11a1* expression level observed in the tumor tissues from which they derive (Supplementary Fig. 5), and thus represent a suitable model for analyzing the effect of gene knock-down. As these cells were difficult to transfect, we generated a lentiviral vector expressing both a small hairpin (sh) RNA molecule directed against rat *Cyp11a1* and the green fluorescent protein (GFP) to monitor infection efficiency (ca. 80 %, data not shown). Two RNA sequences were tested but only one gave a consistent and robust gene down-regulation and was then used on further experiments (data not shown). The sh-*Cyp11a1* lentiviral vector was first tested in GH3 cells (Fig. 5a), where it caused a very strong decrease in *Cyp11a1* expression (Fig. 5b, c) and, concomitantly, a reduction in cell proliferation when compared with mock infected cells (GFP) (Fig. 5d). In growth curve experiments, viral-mediated *Cyp11a1* knock-down decreased the growth rate of GH3 cells, while infection with the mock vector had not effect on cell growth (Fig. 5e).

**Fig. 5:**
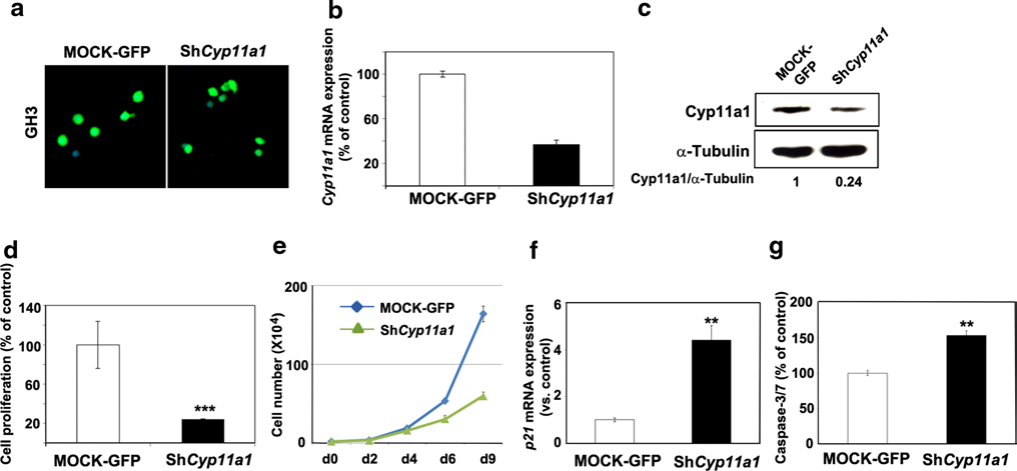
Effect of *Cyp11a1* on tumor cell proliferation. **a** Infection of GH3 cells with lentiviral vectors expressing shCyp11a1-GFP or GFP only (MOCK). **b** GH3 cells were infected with the lentiviral vectors as in “**a**” and the level of *Cyp11a1* was analyzed by qRT-PCR 72 h later. **c** In samples parallel to “**b**”, proteins were extracted, and Western blotting was performed to monitor Cyp11a1 expression. The ratios of the band intensities for P450scc versus α-tubulin, normalized against the ratio in the MOCK control (ratio = 1), is indicated. **d** In samples parallel to “**b**”, cell proliferation was assessed 72 h after infection using the WST-1 assay. Data were analyzed independently with six replicates each and were expressed as the mean ± SEM. **e** Growth curve of GH3 cells infected with lentiviral vectors expressing shCyp11a1-GFP or GFP only (MOCK). Cells were trypsinized, stained with Trypan Blue and viable cells were counted. Values are the mean of 3 independent experiments ± SD. **f** In samples parallel to “**d**”, the expression of p21 was assessed by qRT-PCR as indicated in the legend of Fig. 1, and is reported relative to the expression level in mock-transfected cells arbitrarily set to 1. **g** In samples parallel to “**d**”, caspase 3/7 activity was measured to monitor apoptosis 72 h post-infection. Data were analyzed independently with six replicates each and were expressed as the mean ± SEM. **P < 0.01, ***P < 0.001, versus MOCK

To determine what caused the reduction in the proliferation capacity of GH3 cells, we checked for the induction of cell cycle inhibitors following *Cyp11a1* gene knock-down. We determined the level of expression of p16, p18 and p21 after infection by qRT-PCR and we found that while the amount of p16 and p18 transcripts does not change (data not shown), p21 expression increases significantly upon reduction of *Cyp11a1* levels (Fig. 5f). We also assessed caspase-3/7 activity as a measure of apoptosis in GH3 cells infected with GFP or with sh-*Cyp11a1*. Caspase-3/7 activity is higher in cells infected by sh-*Cyp11a1* compared with mock infected cells, suggesting that this process might also explain part of the reduced cell growth (Fig. 5g). We then went back to our original model (MENX rats) and established primary PA cultures from three independent mutant rats. Cells were infected with sh-*Cyp11a1* vector, or with the mock GFP vector (Fig. 6a) and cell viability was measured. Upon infection of the primary cells with sh-*Cyp11a1* vector, but not with mock vector, we observed a reduction in *Cyp11a1* expression (Fig. 6b), which was accompanied by a decrease in cell viability (−30 % versus control GFP) (Fig. 6c). Similarly to what we observed in GH3 cells, also in primary rat PA cells there was an increase in both p21 expression and caspase-3/7 activity, although less pronounced than in GH3 cells (Fig. 6d, e). In conclusion, high expression of *Cyp11a1* associates with increased proliferation and survival not only in adrenocortical carcinoma cells (Y1), but also in rat pituitary tumor cells from different lineages (somatotroph and gonadotroph).

**Fig. 6:**
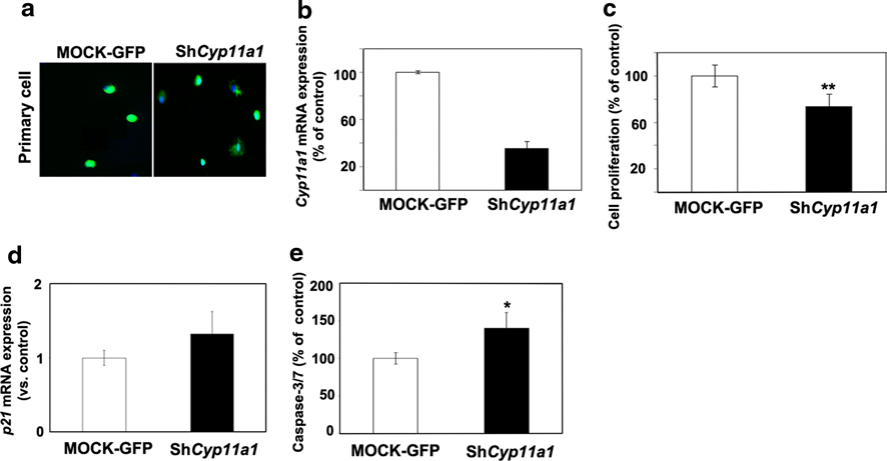
Effect of *Cyp11a1* on primary pituitary tumor cell proliferation. **a** Infection of rat primary pituitary tumor cells with lentiviral vectors expressing shCyp11a1-GFP or GFP only (MOCK). **b** Primary pituitary tumor cells from three mutant rats were infected with the lentiviral vectors as in “**a**” and the level of *Cyp11a1* was analyzed by qRT-PCR as indicated in the legend of Fig. 1, and is reported relative to the expression level in mock-transfected cells arbitrarily set to 100. **c** In samples parallel to “**b**”, cell proliferation was assessed 72 h after infection using the WST-1 assay. Data were analyzed independently with six replicates each and were expressed as the mean ± SEM. **d** In samples parallel to “**c**”, the expression of p21 was assessed by qRT-PCR as indicated in the legend of Fig. 1, and is reported relative to the expression level in mock-transfected cells arbitrarily set to 1. **e** Caspase 3/7 activity was measured in samples in parallel to “**c**” to monitor apoptosis in GH3 cells 72 h post-infection. *P < 0.05, **P < 0.01 versus MOCK

Rat PA cells express both *Nr5a1* and *Cyp11a1* and, noteworthy, in these cells SF-1 and P450scc co-localize, as determined by dual co-immunofluorescence (Fig. 7a). SF-1 regulates *Cyp11a1* transcription in steroidogenic cells but whether it also does so in adenohypophyseal cells is not known. Therefore, we silenced *Nr5a1* expression by means of siRNA oligos in gonadotroph LβT2 cells and then assessed the level of *Cyp11a1* mRNA by qRT-PCR. As experimental control, we used again Y1 adrenocortical cancer cells, where *Nr5a1* gene down-regulation caused a reduction of *Cyp11a1* mRNA expression (Supplementary Fig. 6). We observed that knock-down of *Nr5a1* in LβT2 cells, as demonstrated by western blotting (Fig. 7b), associates with a decrease in *Cyp11a1* expression (Fig. 7c). To further confirm that SF-1 transcriptional activity plays a role in regulating *Cyp11a1* expression in these cells, we treated LβT2 cells with a small molecule inhibitor of SF-1, isoquinolinone (IsoQ) [8]. This compound caused a significant dose-dependent reduction of *Cyp11a1* expression (Fig. 7d). Similar results were also obtained exposing rat primary PA cells (with high endogenous levels of *Cyp11a1*) to IsoQ (Fig. 7e). Altogether, these data provide indirect evidence that SF-1 is involved in regulating *Cyp11a1* expression in gonadotroph cells.

**Fig. 7:**
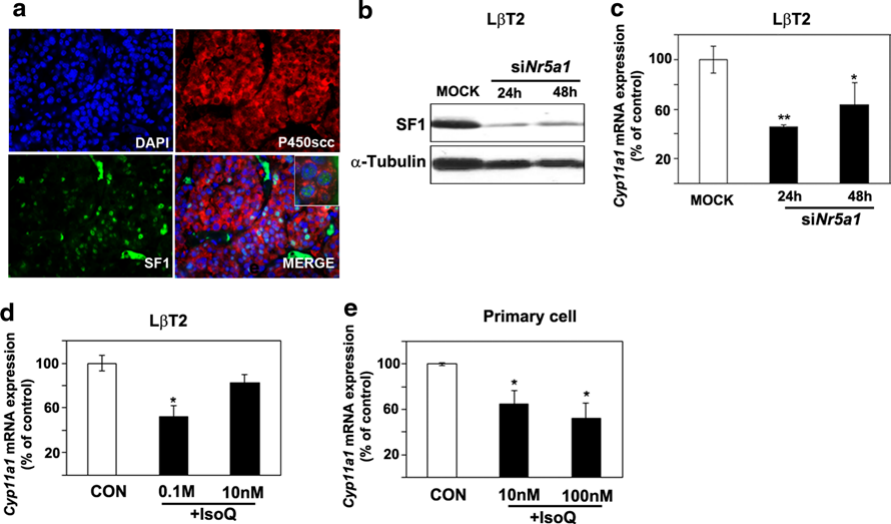
Co-localization of P450scc and SF-1 in rat PAs and reduction of *Cyp11a1* expression following down-regulation or inhibition of SF-1 in gonadotroph cells. **a** Immunofluorescent staining with antibodies against P450scc (*red*) and SF-1 (*green*) was performed on FFPE pituitary tumor tissues from MENX mutant rats. Nuclei were counterstained with DAPI. The *inset* in MERGE shows the co-localization of SF-1 and P450scc in rat tumor cells. Original magnification: ×200; inset: ×400. **b** LβT2 cells were transfected with scrambled (MOCK) or siRNA oligos against the mouse *Nr5a1* gene (siNr5a1). SF-1 and α-tubulin expression levels were assessed by Western blotting 24 and 48 h after transfection. **c** In samples parallel to “**b**”, *Cyp11a1* expression level was assessed by qRT-PCR as indicated in the legend of Fig. 1, and is reported relative to the expression level in mock-transfected cells arbitrarily set to 100. **d** LβT2 cells were treated with different concentrations of the SF-1 inhibitor IsoQ (0.1 M and 10 nM) or *left* untreated (CON). After 24 h, we determined *Cyp11a1* expression levels as in “**c**”. **e** Primary pituitary tumor cells from mutant rats (*n* = 3) were incubated with IsoQ as in “**d**”. After 24 h, we assessed *Cyp11a1* expression levels by qRT-PCR as in “**c**”. Data from primary cultures were analyzed independently with six replicates each and were expressed as the mean ± SEM. *P < 0.05, ***P < 0.001 versus MOCK or CON

## Discussion

We recently demonstrated that PAs developing in MENX-affected rats are pathologically similar to human gonadotroph adenomas [26]. The current study confirms this observation and shows that common genetic signatures exist between MENX-associated and human gonadotropinomas. In addition, novel putative markers of human PAs were identified, suggesting that MENX-associated neoplasms may be exploited as to gene discovery.

In silico analysis of gene expression array data of human gonadotroph adenomas identified several genes differentially expressed between tumors and normal pituitaries in both patients and MENX rats. 

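In the rat adenomas, Dlk1 (10886806) fell from 11.82 ± 0.69 in wild-type pituitary (SD, n = 5) to 9.63 ± 0.83 (SD, n = 9), 4.55-fold lower (log2 fold change -2.19, standard error 0.39, adjusted p = 0.00183 from limma). Of the 9 adenoma values, 8 lay below all 5 wild-type values. Within prefix 08 the log2 fold change was -1.86 (adjusted p = 0.153) and within prefix 09 -2.43 (adjusted p = 0.0137).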

An example of a gene down-regulated in both rats and human PAs is *Dlk1,* encoding a non-canonical ligand of Notch. *DLK1* was found to be selectively silenced in NFPAs but not in other types of PA [1, 5]. *DLK1* is located in the DLK1/MEG3 imprinted locus on human chromosome 14q32.3 and *MEG3*, coding for a maternally imprinted long noncoding RNA with tumor suppressive function, was also found to be specifically silenced through methylation in NFPAs, but not in other hypophyseal adenoma types [13]. 

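Meg3 (10886816), the noncoding RNA gene of the imprinted locus that also holds Dlk1, was at 11.75 ± 0.92 in wild-type pituitary (SD, n = 5) and at 11.02 ± 0.52 in the rat adenomas (SD, n = 9). Its log2 fold change was -0.73 (standard error 0.34, adjusted p = 0.15 from limma), with 1 of 9 adenoma values below all wild-type values. Of 21 measured imprinted genes, 5 were higher and 4 lower in the adenomas (5 and 6 adjusted over the list alone), with a median of 0.15, a mean of -0.059 and a camera adjusted p of 0.898. H19 (10726995), a noncoding RNA, rose by 1.47 on the log2 scale (adjusted p = 0.000551). Another of its probe sets rose by 2.93 (adjusted p = 1.19e-05). Grb10, an adaptor of growth factor receptors, and Ndn, encoding necdin, were 3.02-fold and 2.79-fold lower (adjusted p = 0.00198 and 0.0029). Meg3 passed the test with the number prefix as a block (log2 fold change -0.56, adjusted p = 0.0381) and without wild-type pituitary 1 (log2 fold change -1.08). Within prefix 08 it was at -0.20 (adjusted p = 0.771) and within prefix 09 at -0.86 (adjusted p = 0.00905).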

In rat PAs, *Gtl2* (*Meg3*) is down-regulated (−1.95) but did not reach statistical significance.

Previous studies have compared human non-invasive and invasive/aggressive PAs with the aim to unveil the molecular mechanisms leading to an aggressive behavior and to identify markers predictive of invasiveness [12, 19, 43]. Some genes or gene families we found up-regulated in MENX adenomas had previously been identified in human aggressive-invasive PAs, e.g., *PTTG1*, *RACGAP1*, *CCNB1*, *CENPE*, *AURKB* [12]. 

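In the MENX adenomas, Pttg1, Racgap1 and Ccnb1 were higher than in wild-type pituitary in all 9 adenoma values. Aurkb (10734853), encoding the Aurora kinase of the chromosomal passenger complex, was at 6.47 ± 0.37 in wild-type pituitary (SD, n = 5) and at 6.58 ± 0.35 in the adenomas (SD, n = 9), a log2 fold change of 0.11 (standard error 0.18, adjusted p = 0.713 from limma), with 3 of 9 adenoma values above all wild-type values. Of the same families, Aurka and Cenpf were higher. Cenpe was not analysed here.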

PTTG1, the homologue of yeast securin, controls the faithful separation of sister chromatids [46], while deregulated expression of centrosome proteins (CENP) and Aurora kinases has been linked to defects in the mitotic machinery [41, 44]. Differential expression of the five genes mentioned above was observed among benign, pre-malignant and malignant tumors, with a tendency to higher expression in the more malignant ones, with *Pttg1* being expressed only in the latter group. Altogether, these findings further support our initial hypothesis that MENX-associated PAs resemble aggressive tumors [26], and suggest that these lesions may be exploited to identify novel targets for specific therapies of aggressive PAs, currently orphan of specific molecular-targeted treatment strategies. Moreover, our data further confirm the critical role of *Pttg1* in pituitary tumorigenesis across different species and genetic backgrounds.

*NUSAP1* is among the genes overexpressed in both rat and human PAs but has not so far been investigated in these tumors. We here report that 90 % of human gonadotroph adenomas express the *NUSAP1* gene at high level. Concordantly, the number of cells immunoreactive for NuSAP was higher in tumors compared with normal pituitaries. NuSAP is a microtubule-associated protein that bundles and stabilizes microtubules thereby linking chromosomes to the mitotic spindle [35]. Recently, overexpression of *NUSAP1* has been found in various human cancers by array analysis, including glioblastomas, hepatocellular carcinomas, pancreatic adenocarcinoma (reviewed in [21]). The high expression of the *NUSAP1* gene has been associated with poor prognosis in melanoma patients [3], with a malignancy-risk genetic signature in breast cancer [4] and with recurrence in prostate cancer [15]. The study on prostate cancer has validated gene up-regulation seen by array analysis with immunostaining for the NuSAP protein: tumors with Gleason grading scores ≥7 had more NuSAP-positive cells than tumors with lower scores [15]. We estimated the percentage of NuSAP-positive cells in human gonadotroph tumors (average 0.5 %, range 0.2–1 %) and found a correlation with that of Ki-67-positive cells (average 1.2 %, range 0.5–2 %). Further studies are required to determine whether NuSAP labeling index correlates with the outcome of patients with PA and whether it provides a more accurate estimate of aggressive behavior than Ki67. Noteworthy, in addition to *NUSAP1*, our meta-analysis of human PA array data has identified the up-regulation of genes encoding other proteins playing a critical role in mitosis, mitotic spindle checkpoint and dynamics, or cytokinesis such as *BUB1*, *CCNB1*, *CDC2*, *KIF4*, *KIF11, PRC1*, in gonadotroph adenomas (Supplementary Table 2). These genes, if experimentally verified to be involved in PAs, may represent novel therapeutic targets for these tumors. While classical antimitotic compounds have limited clinical applications because of severe side effects, a new generation of drugs has been developed that targets kinesins (KIF proteins) and kinases with unique function in mitosis. These antitumor agents could be tested for the treatment of gonadotroph adenomas.

We observed that SF-1 and P450scc are co-expressed in PA cells of MENX-affected animals, and both siRNA-mediated silencing of the *Nr5a1* gene and treatment with the SF-1 inhibitor IsoQ resulted in the down-regulation of *Cyp11a1* in rat primary tumor cells and in LβT2 gonadotroph cells. These results indicate that SF-1 regulates *Cyp11a1* expression in gonadotroph cells. The transcriptional regulation of *Cyp11a1* in steroidogenic tissues is complex and involves the concerted action of several tissue-specific trans-regulators such as SF-1, DAX1, TReP-132, LBP, and GATA together with transcription factors having a more widespread expression, including AP-1, Sp1, and AP-2 [16]. Further studies are needed to identify the additional factors involved in the transcriptional regulation of *Cyp11a1* in PA cells.

*CYP11A1* was up-regulated in 75 % of human gonadotropinomas and P450scc protein expression was high in these tumors, while barely detectable in normal pituitaries. P450scc has been detected in the developing mouse at embryonic day 9.5 in Rathke’s pouch and at day 18.5 in the pituitary primordium [17]. However, its potential role in pituitary development or in the adult pituitary has not been addressed. Here we show that *Cyp11a1* plays a pro-proliferative role in Y1 adrenocortical cancer cells, but also in GH3 somatotroph adenoma cells and in rat primary pituitary gonadotroph cells. To the best of our knowledge, only two studies have so far addressed the putative role of *Cyp11a1* in regulating cell proliferation or viability. The first one showed that overexpression of *CYP11A1* in tumorigenic and non-tumorigenic mammalian cell lines can either inhibit or enhance cell viability in a cell type-specific manner [7]. In cells sensitive to *CYP11A1*, gene overexpression led to decreased cell proliferation through increase of p21 expression and induction of apoptosis [7]. The authors did not investigate the molecular processes associated with *CYP11A1*-mediated increase in cell proliferation. Based on our results, when the reduction of *CYP11A1* level decreases cell proliferation (as seen in PA cells), both apoptosis and p21 expression are also involved, indicating that these are common pathways downstream of *CYP11A1* signaling. In a more recent study, a truncated isoform of P450scc was found to suppress osteoblast proliferation in physiological conditions [38]. Unlike the full length P450scc isoform, which is located in the mitochondria, this small isoform localizes to cytoplasm and nucleus, and might therefore be involved in still unidentified molecular pathways. Our studies show that *Cyp11a1* plays a pro-proliferative role in adrenocortical cancer and PA cells, thereby providing additional evidence supporting a role for this gene in tumorigenesis.

In conclusion, we here provide experimental evidence that the MENX animal model can be exploited as experimental tool to shed light into the pathomechanisms involved in human pituitary tumorigenesis. Several of the dysregulated genes here reported have never been associated with PAs, and may represent novel biomarkers for future clinical applications.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

Supplementary material 4

# Supplementary material for: Transcriptome analysis of MENX-associated rat pituitary adenomas identifies novel molecular mechanisms involved in the pathogenesis of human pituitary gonadotroph adenomas
**Source:** Acta Neuropathol. 2013 Jun 12;126(1):137–50. doi: 10.1007/s00401-013-1132-7
**Supplement:** Supplementary file 1 — Supplementary material 1

## Slide 1
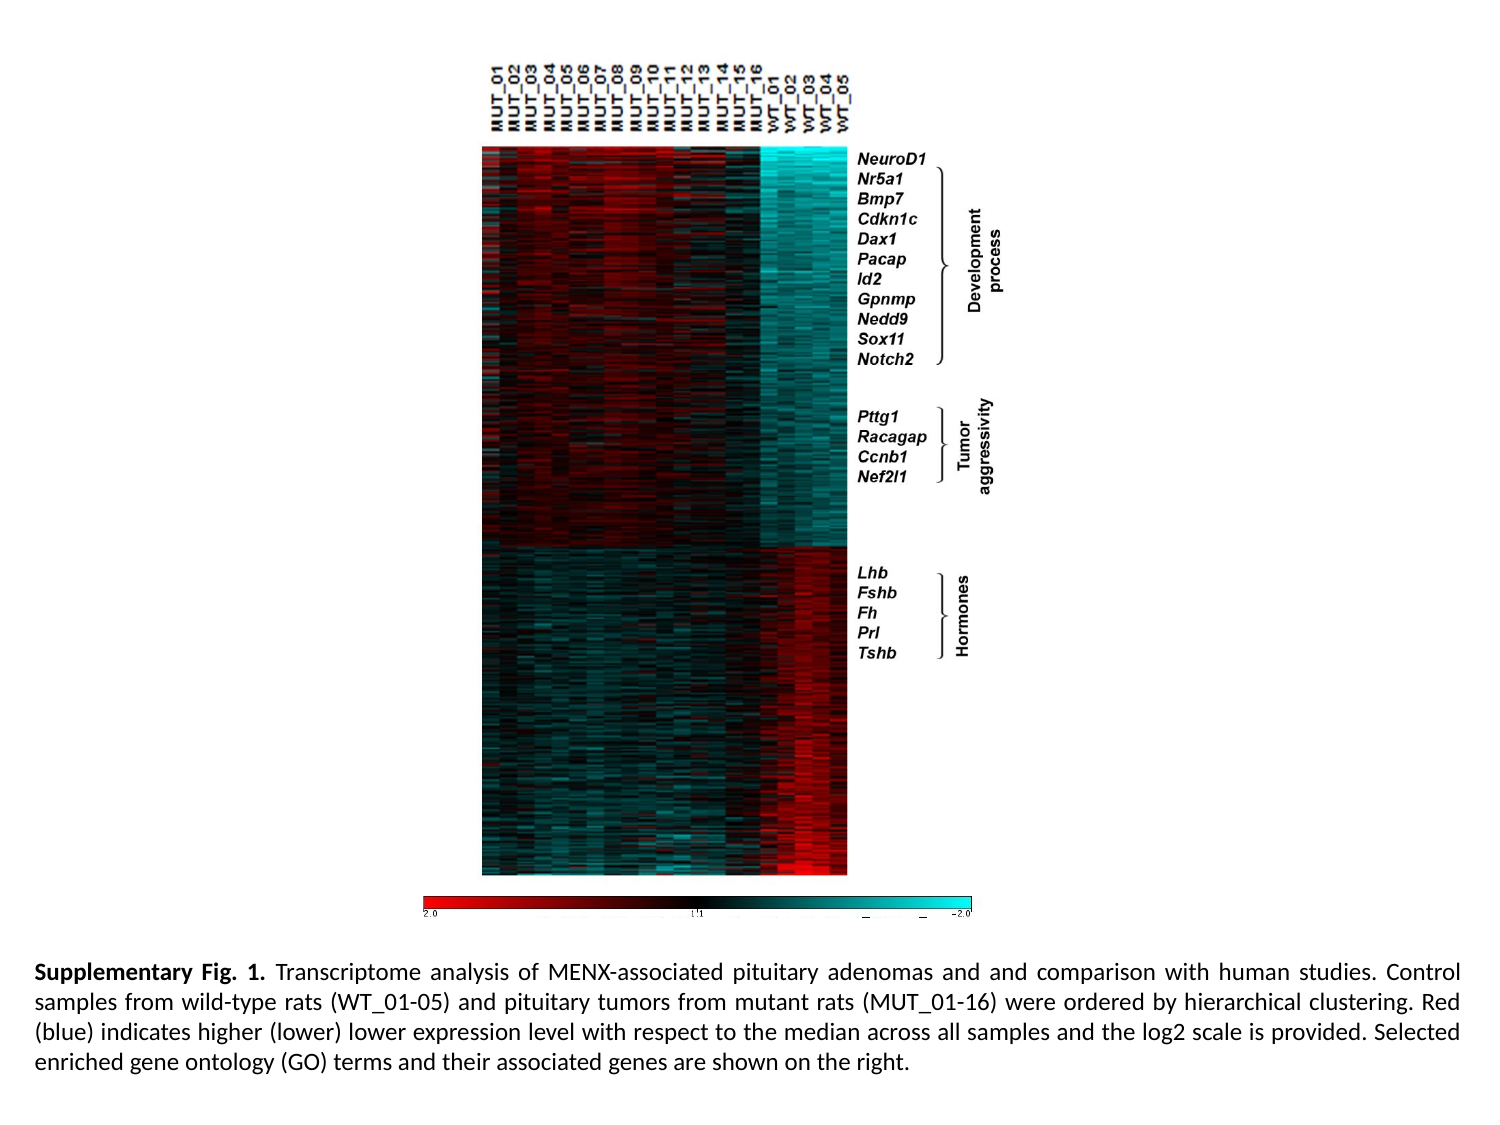

Supplementary Fig. 1. Transcriptome analysis of MENX-associated pituitary adenomas and and comparison with human studies. Control samples from wild-type rats (WT_01-05) and pituitary tumors from mutant rats (MUT_01-16) were ordered by hierarchical clustering. Red (blue) indicates higher (lower) lower expression level with respect to the median across all samples and the log2 scale is provided. Selected enriched gene ontology (GO) terms and their associated genes are shown on the right.

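Among genes marked beside the heat map, Nedd9 (10794599), encoding a scaffold protein of focal adhesions, rose from 5.96 ± 0.085 in wild-type pituitary (SD, n = 5) to 7.79 ± 0.75 in the adenomas (SD, n = 9, adjusted p = 0.0012 from limma). Gpnmb (10855449) was 3.51-fold higher (adjusted p = 0.00555) and the transcription factor gene Sox11 2.92-fold higher (adjusted p = 0.000324), with all 9 adenoma values above the wild-type values for each. Macrophages, whose markers were higher in the same samples, also express Gpnmb. Adcyap1 (10930539), encoding PACAP, was at 5.48 ± 0.20 and 5.67 ± 0.18 (adjusted p = 0.221).

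Over all probe sets, the first principal component held 39.6% of the variance between the 14 samples and the second 15.8%. On the first component the wild-type pituitaries lay between -63.5 and -15.9, and 7 adenomas between 14.2 and 42.3. The adenomas labelled 7 and 8 months, numbers 4 and 6, lay nearest to the wild-type pituitaries, at 9.12 and -1.18.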

## Slide 2
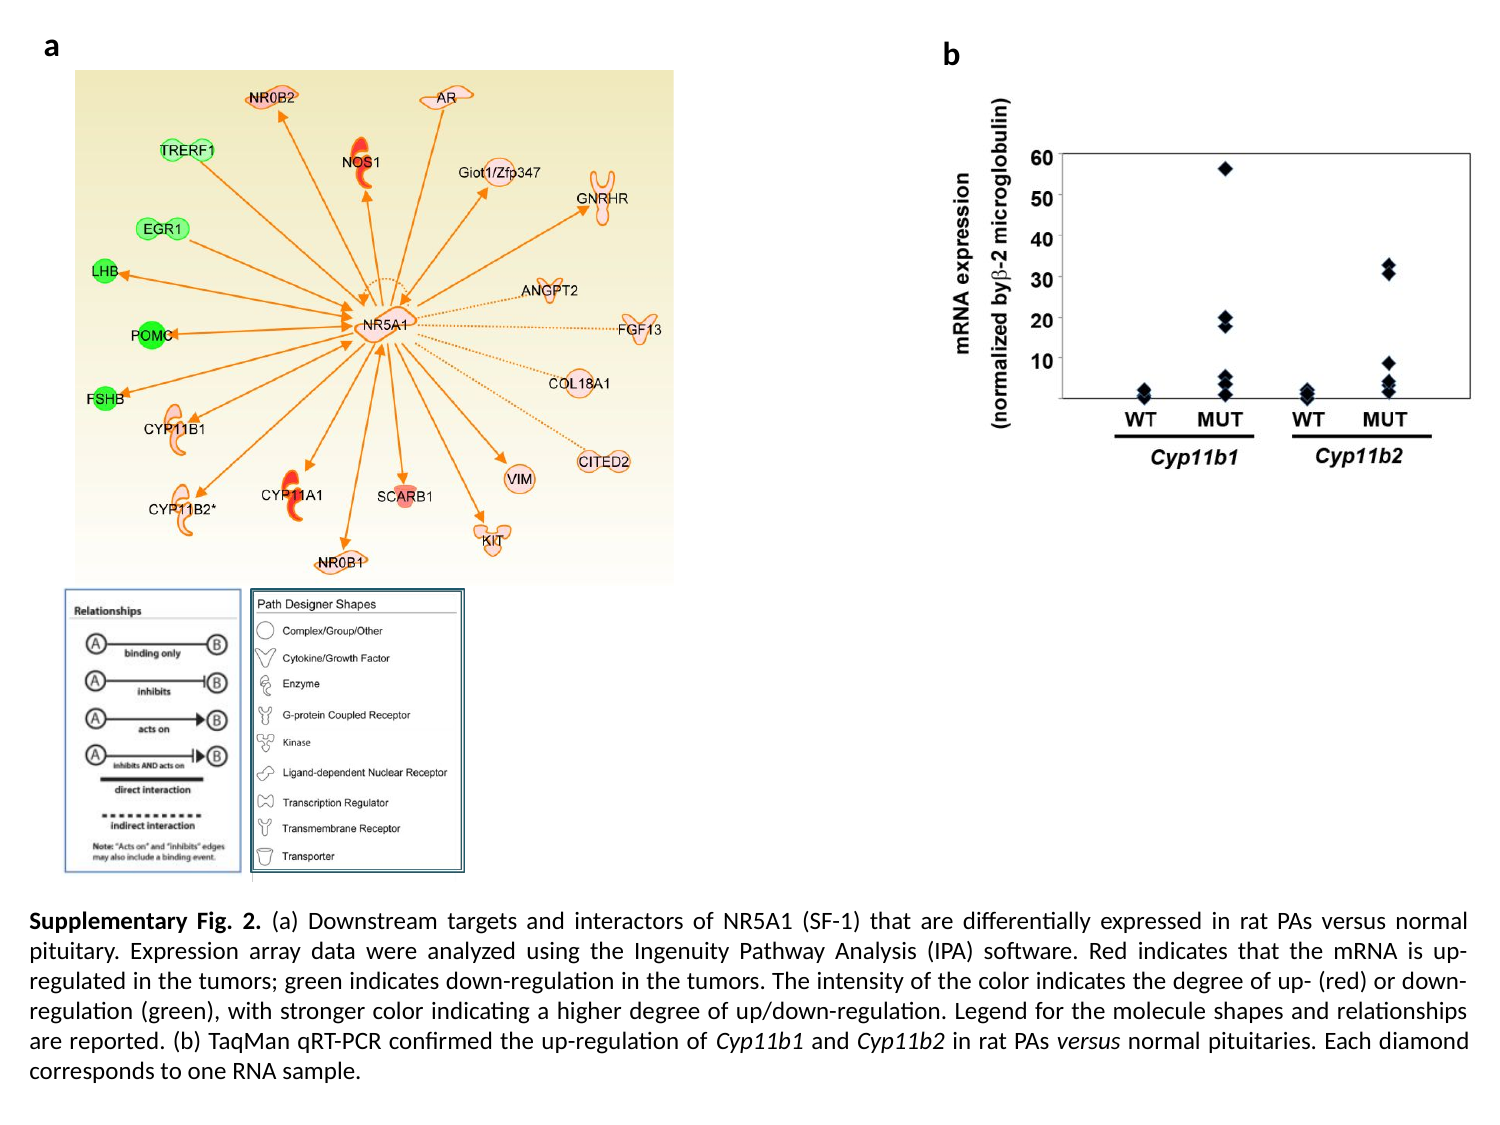

a
b
Supplementary Fig. 2. (a) Downstream targets and interactors of NR5A1 (SF-1) that are differentially expressed in rat PAs versus normal pituitary. Expression array data were analyzed using the Ingenuity Pathway Analysis (IPA) software. Red indicates that the mRNA is up-regulated in the tumors; green indicates down-regulation in the tumors. The intensity of the color indicates the degree of up- (red) or down-regulation (green), with stronger color indicating a higher degree of up/down-regulation. Legend for the molecule shapes and relationships are reported. (b) TaqMan qRT-PCR confirmed the up-regulation of Cyp11b1 and Cyp11b2 in rat PAs versus normal pituitaries. Each diamond corresponds to one RNA sample.

## Slide 3
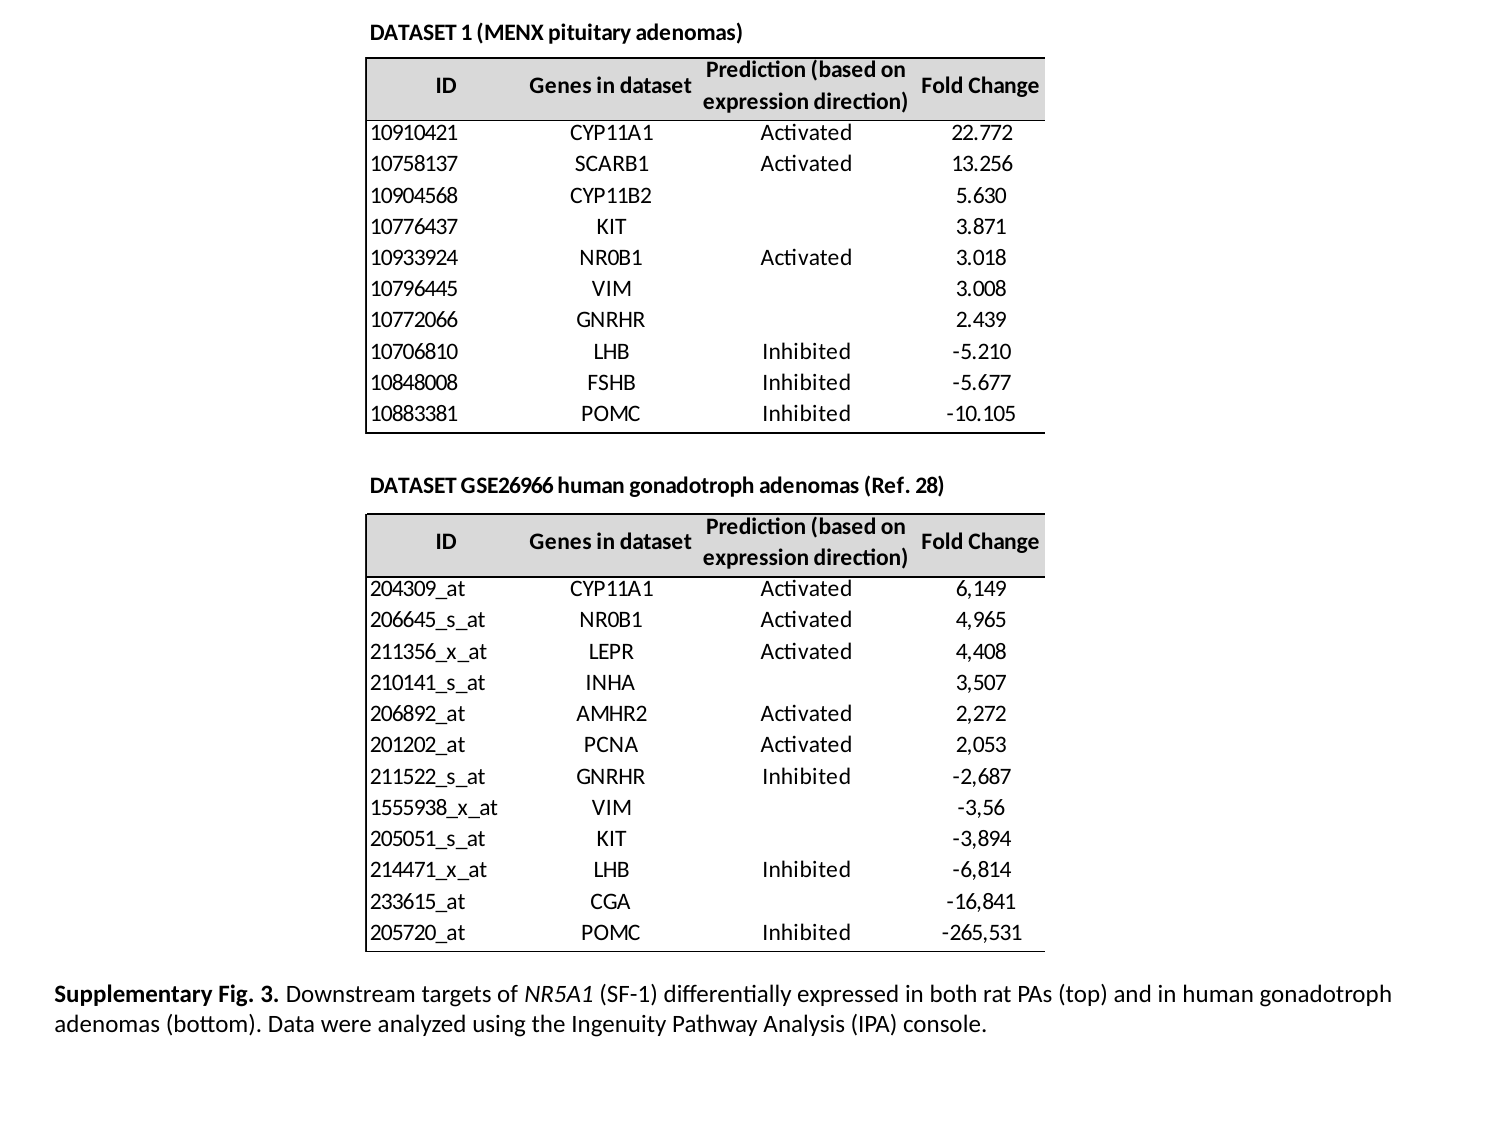

Supplementary Fig. 3. Downstream targets of NR5A1 (SF-1) differentially expressed in both rat PAs (top) and in human gonadotroph adenomas (bottom). Data were analyzed using the Ingenuity Pathway Analysis (IPA) console.

## Slide 4
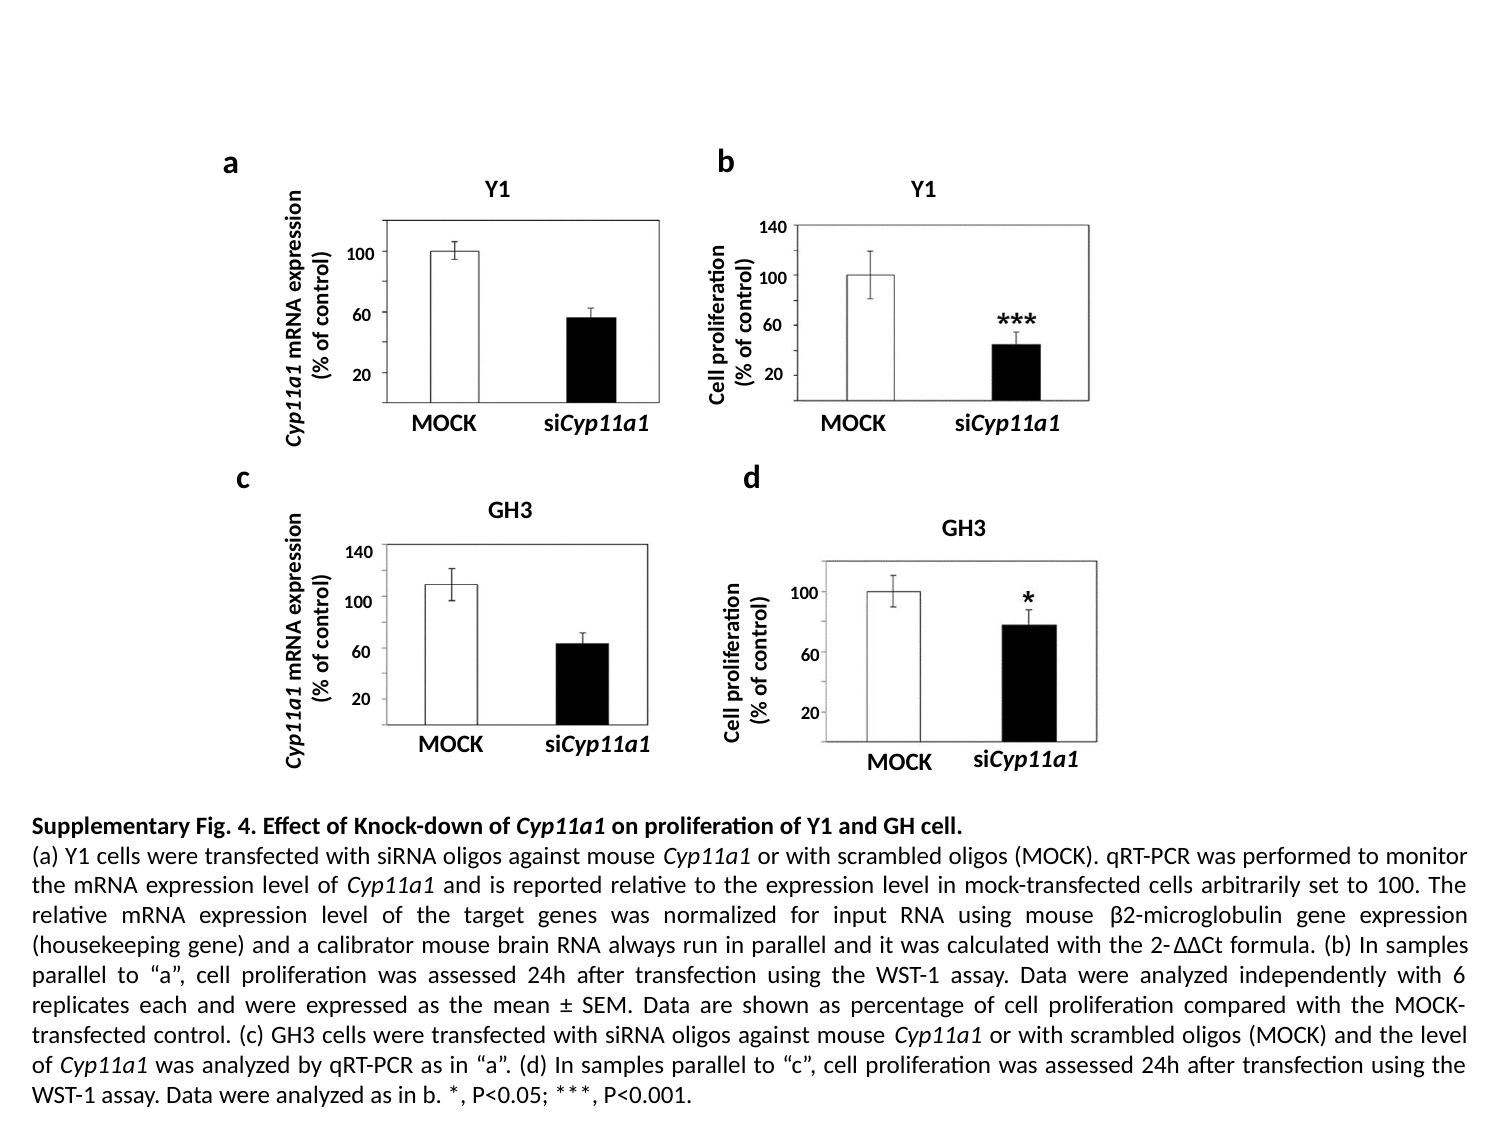

b
a
Y1
Y1
140
100
100
Cyp11a1 mRNA expression
(% of control)
Cell proliferation
(% of control)
60
60
20
20
MOCK
siCyp11a1
MOCK
siCyp11a1
c
d
GH3
GH3
140
100
100
Cyp11a1 mRNA expression
(% of control)
Cell proliferation
(% of control)
60
60
20
20
MOCK
siCyp11a1
siCyp11a1
MOCK
Supplementary Fig. 4. Effect of Knock-down of Cyp11a1 on proliferation of Y1 and GH cell.
(a) Y1 cells were transfected with siRNA oligos against mouse Cyp11a1 or with scrambled oligos (MOCK). qRT-PCR was performed to monitor the mRNA expression level of Cyp11a1 and is reported relative to the expression level in mock-transfected cells arbitrarily set to 100. The relative mRNA expression level of the target genes was normalized for input RNA using mouse β2-microglobulin gene expression (housekeeping gene) and a calibrator mouse brain RNA always run in parallel and it was calculated with the 2-ΔΔCt formula. (b) In samples parallel to “a”, cell proliferation was assessed 24h after transfection using the WST-1 assay. Data were analyzed independently with 6 replicates each and were expressed as the mean ± SEM. Data are shown as percentage of cell proliferation compared with the MOCK-transfected control. (c) GH3 cells were transfected with siRNA oligos against mouse Cyp11a1 or with scrambled oligos (MOCK) and the level of Cyp11a1 was analyzed by qRT-PCR as in “a”. (d) In samples parallel to “c”, cell proliferation was assessed 24h after transfection using the WST-1 assay. Data were analyzed as in b. *, P<0.05; ***, P<0.001.

## Slide 5
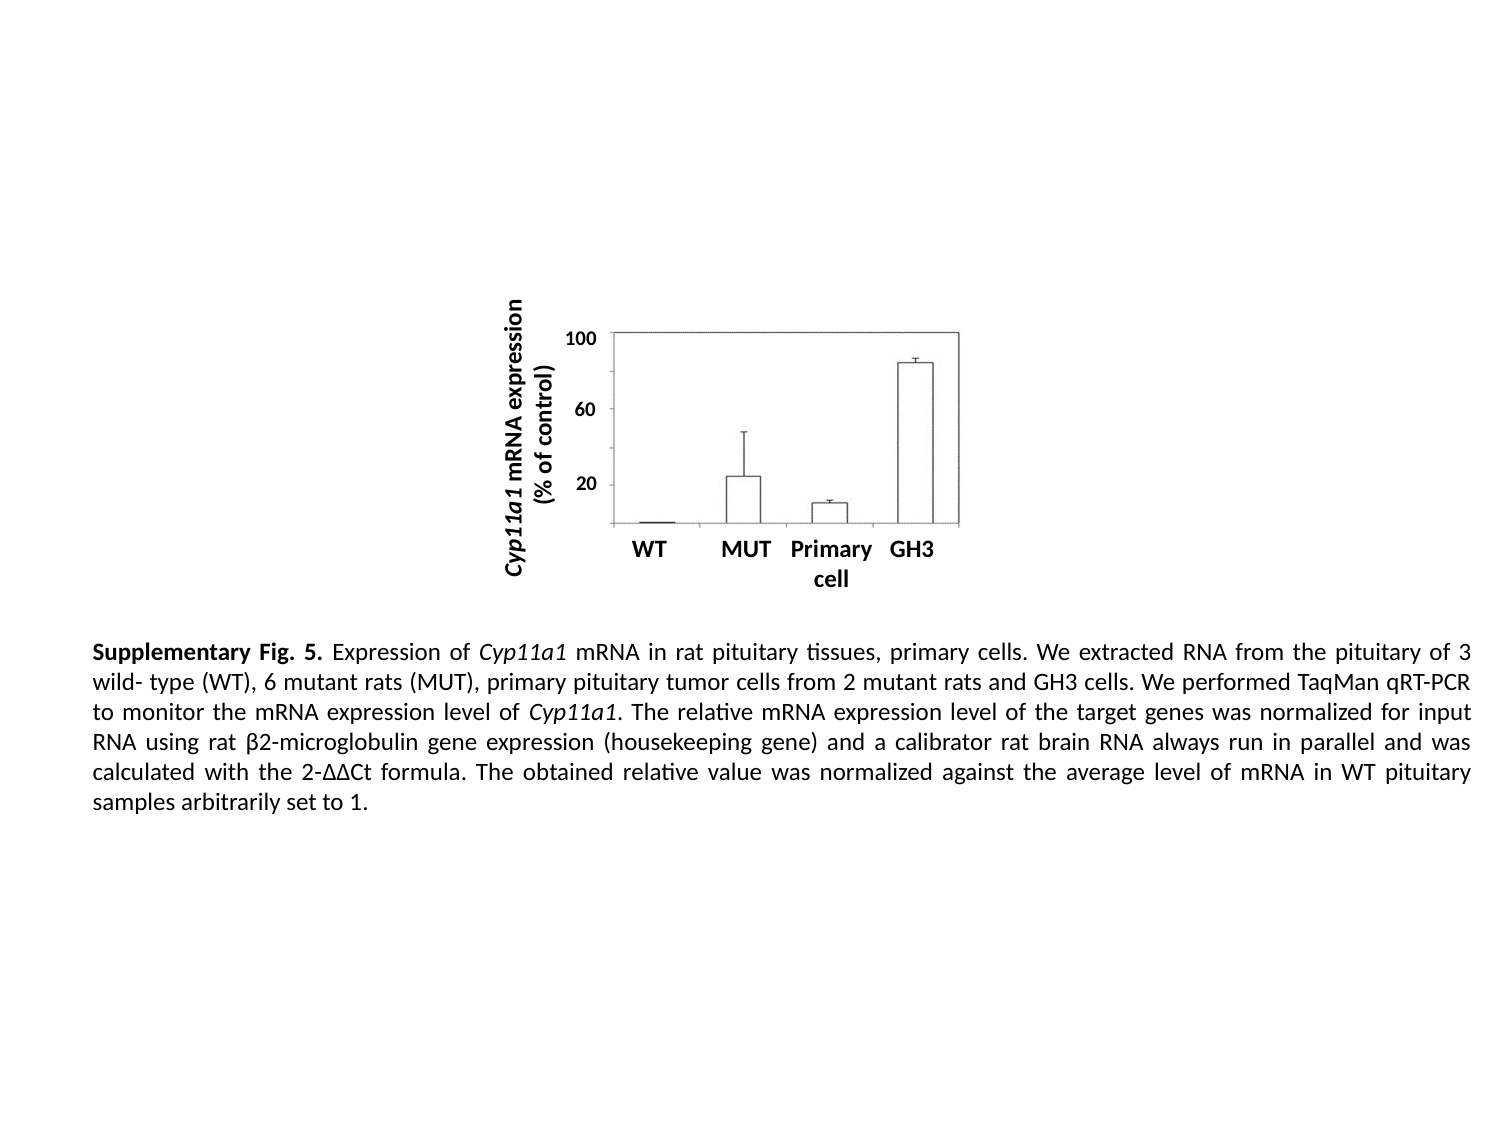

100
60
20
WT
MUT
Primary cell
GH3
Cyp11a1 mRNA expression
(% of control)
Supplementary Fig. 5. Expression of Cyp11a1 mRNA in rat pituitary tissues, primary cells. We extracted RNA from the pituitary of 3 wild- type (WT), 6 mutant rats (MUT), primary pituitary tumor cells from 2 mutant rats and GH3 cells. We performed TaqMan qRT-PCR to monitor the mRNA expression level of Cyp11a1. The relative mRNA expression level of the target genes was normalized for input RNA using rat β2-microglobulin gene expression (housekeeping gene) and a calibrator rat brain RNA always run in parallel and was calculated with the 2-ΔΔCt formula. The obtained relative value was normalized against the average level of mRNA in WT pituitary samples arbitrarily set to 1.

## Slide 6
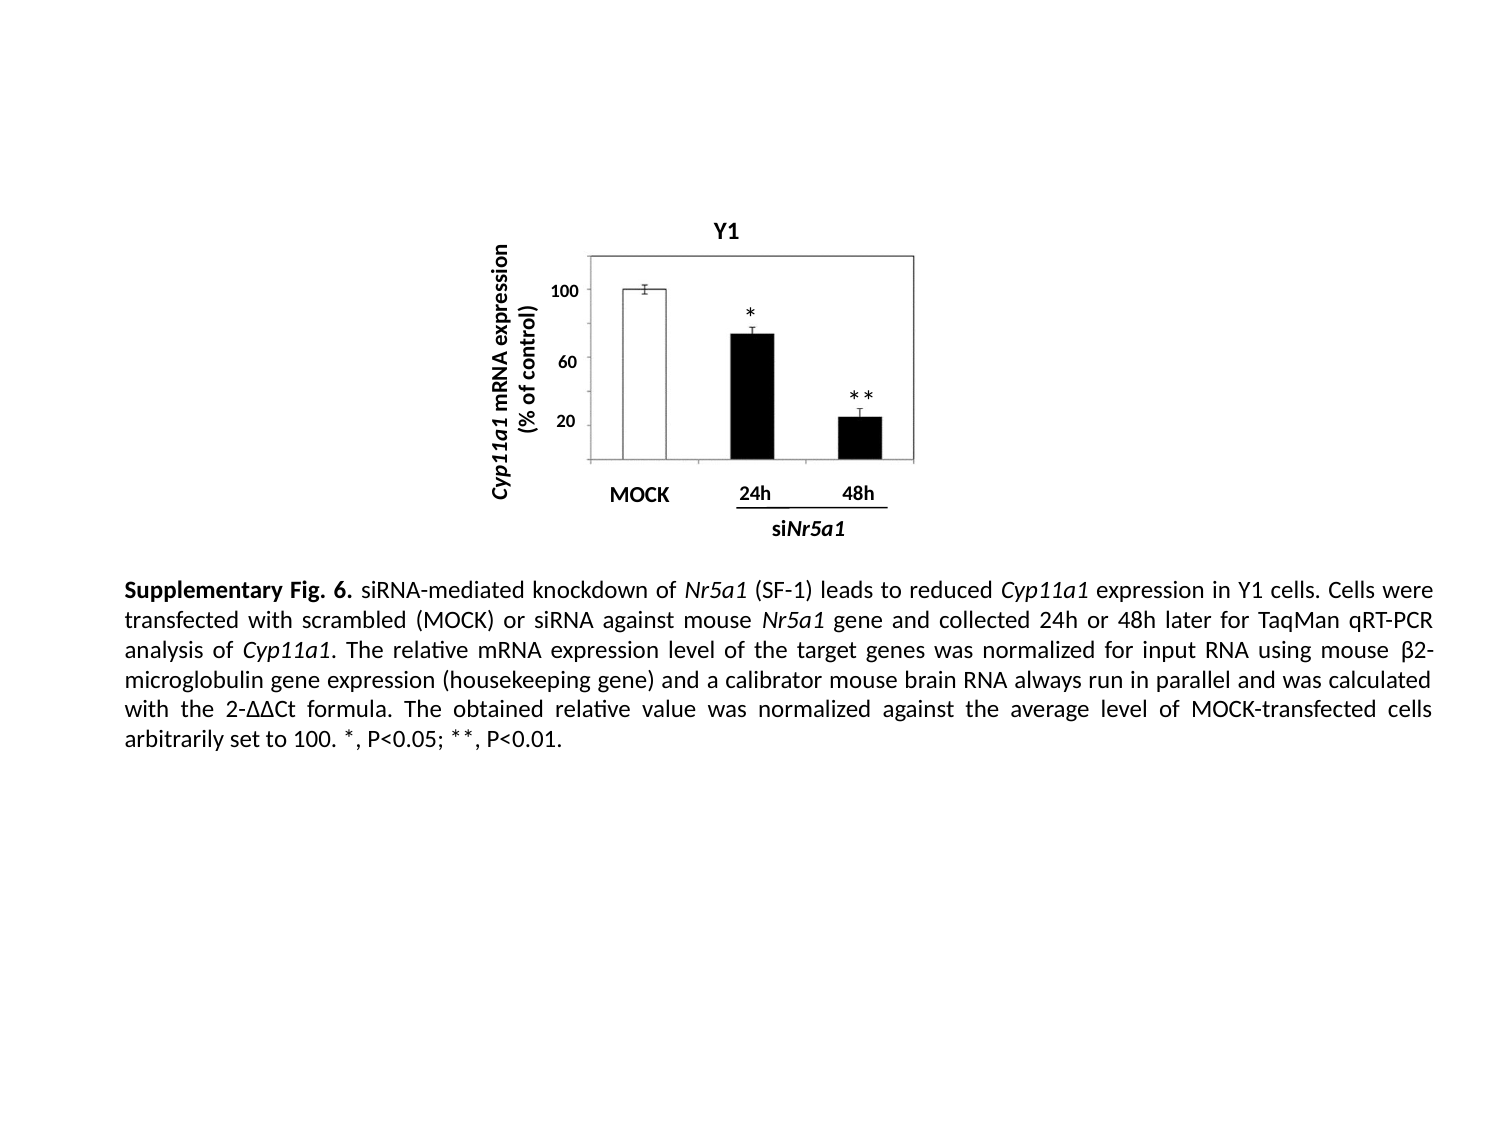

Y1
100
60
20
24h
48h
MOCK
siNr5a1
Cyp11a1 mRNA expression
(% of control)
*
**
Supplementary Fig. 6. siRNA-mediated knockdown of Nr5a1 (SF-1) leads to reduced Cyp11a1 expression in Y1 cells. Cells were transfected with scrambled (MOCK) or siRNA against mouse Nr5a1 gene and collected 24h or 48h later for TaqMan qRT-PCR analysis of Cyp11a1. The relative mRNA expression level of the target genes was normalized for input RNA using mouse β2-microglobulin gene expression (housekeeping gene) and a calibrator mouse brain RNA always run in parallel and was calculated with the 2-ΔΔCt formula. The obtained relative value was normalized against the average level of MOCK-transfected cells arbitrarily set to 100. *, P<0.05; **, P<0.01.

# Supplementary material for: Transcriptome analysis of MENX-associated rat pituitary adenomas identifies novel molecular mechanisms involved in the pathogenesis of human pituitary gonadotroph adenomas
**Source:** Acta Neuropathol. 2013 Jun 12;126(1):137–50. doi: 10.1007/s00401-013-1132-7
**Supplement:** Supplementary file 2 — Supplementary material 2

**Supplementary Table 2.** Nonredundant list of genes concordantly dysregulated in rat pituitary tumors from MENX rats (887 probe sets) and in datasets based on Michaelis et al. (28), Morris et al. (32) and Moreno et al. (31). In bold are indicated the *Cyp11a1* and *Nusap1* genes that we selected for further studies.

| **Probe set ID** | **Gene symbol** | **Gene description** | **Rat Entrez gene ID** | **Fold change in MENX rats (Tumor/WT)** | **Fold change (Tumor/WT), Morris et al. (32)** |
| --- | --- | --- | --- | --- | --- |
| 10931930 | Fam70a | family with sequence similarity 70, member A | 313453 | 2,8 | 11,8 |
| 10939919 | Fgf13 | fibroblast growth factor 13 | 84488 | 3,3 | 5,0 |
| 10857969 | Syn2 | synapsin II | 29179 | 3,1 | 3,0 |
| 10772169 | Igfbp7 | insulin-like growth factor binding protein 7 | 289560 | 2,8 | 2,9 |
| **10838843** | **Nusap1** | **nucleolar and spindle associated protein 1** | **311336** | **4,2** | **2,7** |
| 10805186 | Me2 | malic enzyme 2, NAD(+)-dependent, mitochondrial | 307270 | 4,1 | 2,7 |
| 10829761 | Cdc2 | cell division cycle 2, G1 to S and G2 to M | 54237 | 2,4 | 2,6 |
| 10784125 | Cryl1 | crystallin, lambda 1 | 290277 | 2,4 | 2,5 |
| 10782919 | Gch1 | GTP cyclohydrolase 1 | 29244 | 3,3 | 2,4 |
| 10758896 | Pebp1 | phosphatidylethanolamine binding protein 1 | 29542 | 3,3 | 2,4 |
| 10853453 | Pftk1 | PFTAIRE protein kinase 1 | 362316 | 2,8 | 2,4 |
| 10764661 | Fam129a | family with sequence similarity 129, member A | 63912 | 3,5 | 2,3 |
| 10798048 | Cdyl | chromodomain protein, Y-like | 361237 | 2,4 | 2,3 |
| 10751048 | Tagln3 | transgelin 3 | 63837 | 8,0 | 2,2 |
| 10809942 | Dhps | deoxyhypusine synthase | 288923 | 2,0 | 2,2 |
| 10844666 | Stom | stomatin | 296655 | 2,1 | 2,1 |
| 10770143 | Fh1 | fumarate hydratase 1 | 24368 | 2,4 | 2,1 |
| 10903736 | Enpp2 | ectonucleotide pyrophosphatase | 84050 | 2,7 | 2,0 |
| 10926930 | Mcm3 | minichromosome maintenance complex component 3 | 316273 | 2,1 | 2,0 |
| 10867461 | Lyn | v-yes-1 Yamaguchi sarcoma viral related oncogene homolog | 81515 | 2,4 | 2,0 |
| 10921772 | Vegfa | vascular endothelial growth factor A | 83785 | 2,4 | 2,0 |
| 10746804 | Plxdc1 | plexin domain containing 1 | 303505 | 2,8 | 1,9 |
| 10876052 | Bag1 | BCL2-associated athanogene | 297994 | 2,3 | 1,8 |
| 10909446 | Mcam | melanoma cell adhesion molecule | 78967 | 2,1 | 1,8 |
| 10855707 | Ghrhr | growth hormone releasing hormone receptor | 25321 | -2,2 | -2,2 |
| 10734082 | Myo15 | myosin XV | 501699 | -3,3 | -2,4 |
| 10845384 | Nr4a2 | nuclear receptor subfamily 4, group A, member 2 | 54278 | -3,4 | -2,4 |
| 10919637 | Tf | transferrin | 24825 | -3,8 | -3,2 |
| 10717118 | Ptprk | protein tyrosine phosphatase, receptor type, K | 360302 | -2,1 | -3,4 |
| 10824530 | Il6ra | interleukin 6 receptor, alpha | 24499 | -2,4 | -4,2 |
| 10903529 | Angpt1 | angiopoietin 1 | 89807 | -3,4 | -4,6 |
| 10769492 | Tbx19 | T-box 19 | 304935 | -4,1 | -6,1 |
| 10800919 | Egr1 | early growth response 1 | 24330 | -3,3 | -7,6 |
| 10749826 | Pou1f1 | POU class 1 homeobox 1 | 25517 | -2,1 | -11,9 |
| 10886031 | Fos | FBJ osteosarcoma oncogene | 314322 | -2,2 | -18,3 |
| 10860878 | Pon3 | paraoxonase 3 | 312086 | -2,3 | -23,2 |

| **Probe set ID** | **Gene symbol** | **Gene description** | **Rat Entrez gene ID** | **Fold change MENX rats (Tumor/WT)** | **Fold change (Tumor/WT) Moreno et al. (31)** |
| --- | --- | --- | --- | --- | --- |
| **10910421** | **Cyp11a1** | **cytochrome P450, family 11, subfamily a, polypeptide 1** | **29680** | **22,77** | **4,1** |
| 10846685 | Neurod1 | neurogenic differentiation 1 | 29458 | 10,95 | 3,8 |
| 10759009 | Cabp1 | calcium binding protein 1 | 171051 | 2,22 | 2,7 |
| 10751091 | Cd200 | Cd200 molecule | 24560 | 3,53 | 2,2 |
| 10753269 | Kcnj6 | potassium inwardly-rectifying channel,  subfamily J, member 6 | 25743 | -2,78 | -2,6 |
| 10758663 | Aldh2 | aldehyde dehydrogenase 2 family (mitochondrial) | 29539 | -2,23 | -3,2 |
| 10714323 | Aldh1a1 | aldehyde dehydrogenase 1 family, member A1 | 24188 | -3,58 | -4,8 |
| 10935589 | Htatsf1 | HIV-1 Tat specific factor 1 | 317612 | -2,01 | -5,0 |
| 10903529 | Angpt1 | angiopoietin 1 | 89807 | -3,44 | -5,3 |
| 10845384 | Nr4a2 | nuclear receptor subfamily 4, group A, member 2 | 54278 | -3,39 | -10,6 |
| 10860878 | Pon3 | paraoxonase 3 | 312086 | -2,26 | -12,5 |
| 10706810 | Lhb | luteinizing hormone beta | 25329 | -5,21 | -13,0 |
| 10717118 | Ptprk | protein tyrosine phosphatase, receptor type,  K, extracellular region | 360302 | -2,11 | -13,8 |
| 10886031 | Fos | FBJ osteosarcoma oncogene | 314322 | -2,20 | -18,5 |
| 10886806 | Dlk1 | delta-like 1 homolog (Drosophila) | 114587 | -3,40 | -917,4 |
| 10883381 | Pomc | proopiomelanocortin | 24664 | -10,11 | -1666,7 |

# Supplementary material for: Transcriptome analysis of MENX-associated rat pituitary adenomas identifies novel molecular mechanisms involved in the pathogenesis of human pituitary gonadotroph adenomas
**Source:** Acta Neuropathol. 2013 Jun 12;126(1):137–50. doi: 10.1007/s00401-013-1132-7
**Supplement:** Supplementary file 4 — Supplementary material 4

## Slide 1
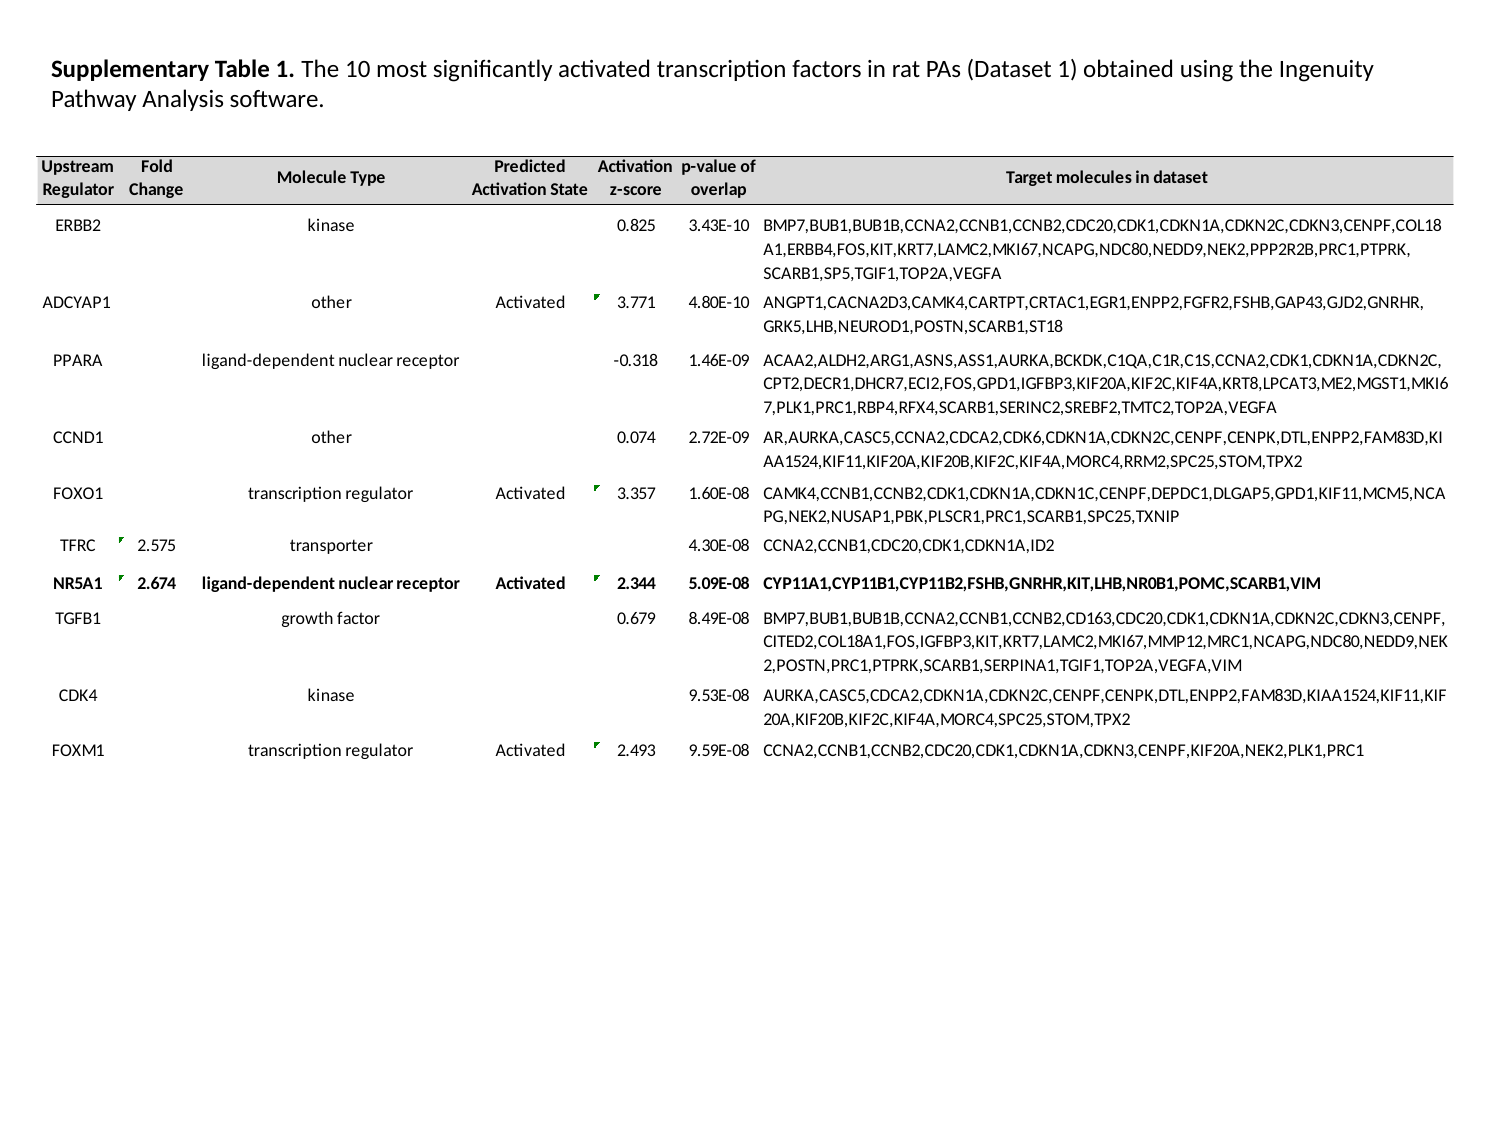

Supplementary Table 1. The 10 most significantly activated transcription factors in rat PAs (Dataset 1) obtained using the Ingenuity Pathway Analysis software.

How the deposited data were processed for this re-analysis (not part of the article)

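Expression was measured on Affymetrix Rat Gene 1.0 ST arrays in 16 pituitary lesions of MENX rats and in 5 wild-type pituitaries, 21 arrays in all. The authors made the values in Affymetrix Expression Console with the RMA method at the gene level (background correction, sketch-quantile normalization, median polish), and deposited them on the log2 scale. Versions of these programs are not given in the sources used here. The paper's own analysis used CARMAweb, a t test with Benjamini-Hochberg adjustment and a fold over 2 between tumors and normal pituitaries. The scanner files behind the values were not used here, so the background correction and the normalization were kept as the authors made them. Quantile normalization sets the arrays' distributions alike, which can hide a shift of most genes, and the fold of a gene near the background or near saturation is understated. For arrays, the precision of each value is limited by their number.

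The value table has 29214 probe sets. Of these, 15310 carry 1 gene symbol in the platform annotation, 323 carry several and were not named, and 13581 carry none. A further 184 of the unnamed probe sets were named only through the paper's Dataset 1, namely, of the genes in the text, Anks1b, Atp8a1, Bmerb1, Cenpf, Cfap95, Col18a1, Dsp, Fdxr, Galnt12, Giot1, Myom2, Nr5a1, Pdcl2 and Slit2. The copy of Dataset 1 used here holds 486 up-regulated probe sets where the paper counts 487, and 400 down-regulated ones, so no overlap or enrichment test was run on it. The values of a few genes that the paper names are not reported here.

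Lesions were grouped by the sample numbers of the labels, read as animals, and averaged within each number, which gave 9 adenoma values and 5 wild-type values. Sex, age and the prefix of the number were taken from the labels. Sex labels were not checked against expression. limma 3.58.1 in R 4.3.3 fitted 1 linear model per probe set with the group as the only term, with 12 residual and 3.212 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all probe sets, and a probe set was called at an adjusted p under 0.05, for counts also with a fold over 2. Folds were taken from differences of mean log2 values. Adenoma values above or below all wild-type values were counted beside the test. The difference between the sexes was tested as an interaction term, and age as a slope per month over the 9 adenoma values. The resemblance of lesions was tested by 100000 permutations of the sample numbers.

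Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, with 1 probe set per gene (the one with the highest mean over all arrays), and adjusted over all 46 lists. With this setting 26 lists passed the test, and with a correlation estimated from the data 7, namely the SF-1 targets, the Table 1 list of development up, the Table 1 list of cell differentiation, the Table 1 list of cell proliferation, the Table 1 list of lipid metabolic process, the Table 1 list of development down and the CDK inhibitors. The directional test of fry, which asks whether the genes of a list move one way on balance and does not compare it with other genes, called 33. The lists were markers of gonadotrophs, somatotrophs, lactotrophs, thyrotrophs, corticotrophs, melanotrophs, folliculostellate cells, the posterior lobe, neurons, endothelial cells, pericytes and fibroblasts, macrophages, T and NK cells, B and plasma cells, red blood cells, muscle, and cartilage and bone, the groups of genes that the paper names, and lists of pituitary hormones, G2/M, S phase, CDK inhibitors, steroid synthesis, cholesterol synthesis, amino acid stress, hypoxia, immediate early, circadian, imprinted, interferon and secretory granule genes. The paper's groups were chosen by the study on these samples.

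The text names every gene that the paper names for the rat arrays, the 15 largest rises and 15 largest falls among called probe sets with 1 symbol whose adenoma values all lay on 1 side of the wild-type values, the called members of each list (up to 4 examples by size), and Cdkn1b. For a gene with several probe sets the one that Dataset 1 lists was used, or else the one with the highest mean. The folds of Dataset 1 had been read when this rule and the lists were written.

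The alternatives tried were lesions as separate samples (with the number as a random block, as independent samples, and with the methods' t-test with equal and unequal variances), the number prefix as a block and each prefix alone, the replicate number as a block, sex as a covariate, adenomas of 7 or 8 months alone, a filter on dim probe sets, centring and quantile normalization of arrays, array weights, a variance trend with robust fitting, other thresholds, other list tests, and each wild-type pituitary or adenoma number left out in turn. With the replicate number as a block, only the lesions labelled 1 to 5 share a number with a wild-type pituitary, and the others do not enter the contrast. The fit was tested on simulated data with 29214 probe sets, where it recovered 44.8%, 82.1% and 98.5% of probe sets changed by 0.5, 1 and 2 on the log2 scale. Of 156 calls 6 were of unchanged probe sets, and 0 of 20 unchanged lists had a camera p under 0.05. That list count does not carry over to the real lists, whose estimated correlation reached 0.652 against the preset 0.01. Other splits of the real values called up to 26 lists. Random blocks used statmod 1.5.0, tables pandas 2.3.3 in Python 3.11.15, and plots matplotlib 3.10.9. Quantitative RT-PCR, tissue stainings, cell culture and human datasets of the paper were not analysed here.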

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

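The tests of age, normal tissue, macrophages and other splits of the samples were chosen after the results had been seen.

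Of 382 groups of values of named genes, 14 had 1 sample far from the others by Dixon's ratio, where chance gives about 1 in 20, or 19.1. Adenoma 8 accounted for 6 of them. On the log2 scale it was at 8.47 for Matn1, 5.66 for Aqp4, 8.45 for Nr4a2, 6.23 for Adcyap1r1, 4.96 for Tbx19 and 5.58 for Kcnk2, against 10.59 to 12.76 for Matn1, 6.12 to 6.51 for Aqp4, 7.66 to 8.01 for Nr4a2, 7.04 to 7.40 for Adcyap1r1, 5.43 to 5.77 for Tbx19 and 6.01 to 6.46 for Kcnk2 in the other adenomas. The others were Cd163 in wild-type pituitary 3 at 5.25 (others 5.59 to 5.67), Neurod4 in adenoma 2 at 10.08 (others 10.57 to 11.04), Mcm5 in wild-type pituitary 2 at 6.71 (others 6.22 to 6.32), Flt1 in adenoma 9 at 8.43 (others 7.63 to 8.00), Per3 in adenoma 6 at 7.89 (others 6.29 to 7.09), Slc1a2 in adenoma 6 at 6.37 (others 5.50 to 5.81), Ghrhr in adenoma 5 at 8.00 (others 5.56 to 6.33) and Oacyl in adenoma 7 at 8.87 (others 5.72 to 6.93).

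Some signals lie outside what the paper discusses. The median log2 fold change was 0.97 for the macrophage markers. Calcr, the largest rise among genes whose groups did not overlap, had a log2 fold change of 5.72, and Gabra4, lower in all 9 adenomas than in every wild-type pituitary, one of -2.91. The paper's text discusses neither, but Dataset 1 lists both and a supplementary table lists Gabra4.

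Chance as the source of the counts was tested with 100 of the 2002 splits of the 14 values into 9 and 5, the real one included. Of these, 1 gave as many higher probe sets (real 417, highest other 182) and 1 as many lower ones (real 307, highest other 209). Chance can thus be excluded for both counts, but the splits do not separate genotype from the age difference between the groups. As many lists as the real 26 were called in 3 of 100 splits, the real one included, where the highest other split called 26. That share is under 0.05, but the real count is not above that of every other split. Of the other splits that called as many lists, 1 had 4 wild-type pituitaries in its group of 5 and called 10 probe sets, and 1 had 0, with 4 adenomas of number prefix 08, and called 0. With the preset correlation, many lists were thus called where few or no probe sets were, and the number of lists alone does not set the real groups apart.

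Adenomas 4 and 6, labelled 7 and 8 months, lay nearest to the wild-type pituitaries on the first principal component, and both normal pituitary tissue in these samples and the age of the rats stay open. Of Tshb, Tbx19, Pomc and Oacyl none regained more than 0.8% of its wild-type level relative to the other adenomas. Adenoma 7, however, was at 11.15 for Pomc. Without adenoma 7, Pomc regained 7.8% and 6.9%, against medians of 12.1% and 19.6% over the lower probe sets. With all adenomas kept, of the somatotroph markers Gh1 regained 56.6% and 45.7%, Pou1f1 82.4% and 82.9% and Ghrhr -5.3% and -5.4%. Without adenoma 5, Ghrhr regained 8.9% and 8.8%. The wild-type level of Gh1 was near the top of the scale, where folds are understated, so its shares are not exact. The component's correlation with age was 0.567 (Pearson, exact permutation test, two-sided, p = 0.114, adjusted over the 7 relations computed 0.266), 0.411 by Spearman (exact permutation p = 0.27, adjusted 0.378) and 0.611 in females (exact permutation p = 0.208, adjusted 0.365). With the number prefix as a term it was 0.898 (exact permutation within prefixes, two-sided, p = 0.0125, adjusted 0.0875) and 0.8 by Spearman (exact permutation p = 0.025, adjusted 0.0875). Without the ages of 7 and 8 months it was -0.412 (exact permutation p = 0.381, adjusted 0.444) and with the prefix as a term 0.348 (exact permutation p = 0.5, adjusted 0.5), where prefix 09 keeps only samples of 12 months, so the relation rests on those samples.

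Macrophage markers were higher in the adenomas, where their mean was 6.82 to 7.80, against 6.29 to 6.90 in wild-type pituitaries (exact permutation test, two-sided, p = 0.000999). Blood left in the tissue is argued against by red blood cell markers at a median log2 fold change of -0.27, and a lower share of the main cell type by endothelial markers, of which the 11 of 12 at or above the median level had a median of 0.092 and an upper quartile of 0.41, under the lower quartile of 0.70 for the 12 such macrophage markers. A candidate explanation that stays open, as a hypothesis, is that adenomas held more macrophages than wild-type pituitary, which would raise all of their abundant transcripts. Of the 7 more abundant of the 14 markers, 1 lay below the list's median log2 fold change of 0.97 by over 2 standard errors, Csf1r at 0.19 (adjusted p = 0.364 from limma), so the test did not decide, and expression per macrophage was not tested. C1qc was at 7.91 in wild-type pituitary and 8.93 in adenomas.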

How the results depend on the processing

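The folds taken as ratios of linear means with a t-test were chosen after the results had been seen, and the other alternatives were not. No gene, list or count that passed its test turned its direction under any alternative. Among those that did not pass, the sign of the median changed under some alternatives for lactotrophs, T and NK cells, B and plasma cells, skeletal and cardiac muscle, cartilage and bone, pituitary development genes, cholesterol synthesis genes, hypoxia genes, imprinted genes and interferon genes, and that of the fold change for Aurkb, Anxa10, Prl and Ccna1. The causes of the changes below were not tested, except where fewer samples, fewer probe sets or another threshold make them by construction.

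The counts of 417 higher and 307 lower probe sets moved by over 1.5 times with a fold over 1.5 (1228 and 993), with no fold threshold (2479 and 2648), with prefix 08 alone (199 and 134) and with adenomas of 7 or 8 months alone (108 and 13). Of the lower count alone this held for prefix 09 (468), the methods' t-test with unequal variances (202, or 195 with linear folds) and bright probe sets alone (194). Without 1 sample, the higher count ran from 354 to 480 and the lower count from 234 to 510, the last without wild-type pituitary 1. Lesions as separate samples with a random block shared 715 of the called probe sets and lost 9. The methods' t-test with equal variances called 507 higher and 383 lower probe sets at an unadjusted p under 0.05, and 481 and 361 after Benjamini-Hochberg adjustment.

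Of the lists, given here with their median log2 fold change under the alternative, an estimated correlation ended the calls of somatotrophs (-1.08), corticotrophs (-1.42), melanotrophs (-1.99), folliculostellate cells (-0.32), endothelial cells (0.11), macrophages (0.97), mitosis and cell cycle genes (1.15), genes of aggressive tumors (1.86), proto-oncogenes (1.96), the 10 shared genes (-1.12), genes shared with the human dataset (1.56), shared genes of other malignancies (1.28), qRT-PCR genes (1.22), Table 1 cell cycle (1.22), negative regulation of proliferation (-1.16), pituitary hormones (-2.24), G2/M genes (0.78), S-phase genes (0.36) and steroid synthesis genes (0.42). The directional test of fry called thyrotrophs (-0.57), posterior lobe glia (-0.13), neurons (0.37), pericytes and matrix (0.33), cartilage and bone (-0.066), amino acid stress genes (0.17) and secretory granule genes (0.17). Lists of T and NK cells and of B and plasma cells gave no value with bright probe sets alone, which left too few of their genes (named probe sets under that level had no test there either). Calls ended for corticotrophs (-0.78), endothelial cells (0.092) and genes shared with the human dataset (1.56) with bright probe sets alone, for folliculostellate cells (-0.20) and endothelial cells (0.085) with prefix 09 alone, for endothelial cells (0.13) with the prefix as a block, for endothelial cells (0.15) with centred arrays, for endothelial cells (0.15) with quantile normalization, for endothelial cells (0.11) and pituitary hormones (-2.32) with array weights, and for pituitary hormones (-2.25) and steroid synthesis genes (0.50) with the methods' t-test with equal variances. Calls were gained for secretory granule genes (0.17) with prefix 08 alone, for pericytes and matrix (0.56) with prefix 09 alone, for pericytes and matrix (0.34) with the prefix as a block, for lactotrophs (-0.67) and amino acid stress genes (0.12) with sex as a covariate, for thyrotrophs (-0.42), posterior lobe glia (-0.17), pericytes and matrix (0.32) and interferon genes (-0.17) with adenomas of 7 or 8 months alone, for pericytes and matrix (0.34) and amino acid stress genes (0.16) with the methods' t-test with unequal variances and for amino acid stress genes (0.16) with equal variances, for amino acid stress genes (0.16) with lesions as separate samples, and for amino acid stress genes (0.16) with 16 independent lesions. Without 1 sample, medians ran from 0.079 to 0.17 for endothelial cells, 0.30 to 0.39 for pericytes and matrix, -2.40 to -2.05 for pituitary hormones, 0.12 to 0.29 for amino acid stress genes (called without wild-type pituitary 3 or 5 or adenoma 2, 4 or 6), -0.19 to -0.047 for interferon genes (called without adenoma 3) and 0.11 to 0.25 for secretory granule genes (called without wild-type pituitary 3 or adenoma 3).

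Cdkn1b (10859254), the target gene, lost its call at log2 fold changes of 0.31 with the methods' t-test with unequal variances, 0.20 and 0.46 with prefix 08 or 09 alone, 0.28 with sex as a covariate, 0.25 with quantile normalization, 0.32 with array weights, 0.22 with the replicate block and 0.34 with adenomas of 7 or 8 months alone, and without 1 sample it ran from 0.26 to 0.38. The age slope, which called 1 probe set, called 0 in limma over lesions as separate samples.

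The replicate numbers of the labels do not pair wild-type pituitaries with lesions. Only the lesions labelled 1 to 5, of adenomas 1 to 3 and prefix 08, share a number with a wild-type pituitary. The other lesions do not enter the contrast with the replicate block, so it is not a check on all samples. Deviations of same-numbered samples correlated between -0.053 and 0.203, and 3 of 5 wild-type pituitaries correlated best with the lesion of their own number. With the replicate block, the counts were 666 and 527, and calls were gained for lactotrophs (-0.77), posterior lobe glia (-0.27), cholesterol synthesis genes (0.29) and amino acid stress genes (0.26).

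Of 191 named probe sets, 109 lost their call with prefix 08 alone, 43 with prefix 09 alone, 140 with adenomas of 7 or 8 months alone, 41 with the methods' t-test with unequal variances, 24 with the replicate block, 19 with array weights, and between 2 and 21 without 1 sample. Signal over background limits the dim probe sets, and with those at or above the median level alone 372 higher and 194 lower probe sets were called.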

Differences from the paper's values

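Folds of single genes taken as ratios of linear means were chosen after the values had been seen, and the other alternatives here were not.

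The paper gives 23 in its text and 22.8 in Dataset 1 as the fold of Cyp11a1, the highest of the SF-1 targets, against 10.1 here. Of the alternatives set before the data were examined, the values with number prefix 08 alone (15.9) and with the replicate block (18.1) were lower than the paper's by less than 1.5 times, and those with the others by more, at 5.58 to 13.7. As a ratio of linear means over lesions, chosen after seeing the values, the fold was 23.9. For Cyp11a1, 1 lesion of adenoma 3 stood highest, at 12.85 on the log2 scale, where the other lesions ran from 5.89 to 10.61. The ratio without this lesion was not computed. This lesion is also among the lesions labelled 1 to 5, on which alone the value with the replicate block rests. Ratios of linear means over lesions drop 12 of the 886 probe sets of Dataset 1 on the fold threshold, and 36 with the methods' t-test with equal variances. With means per sample number, 199 of the 886 were not called. Nos1 had the largest fold of the SF-1 targets here, at 20.0, while as ratios of linear means Nos1, at 22.1, was below Cyp11a1. Dataset 1 lists Tshb as 5.57-fold lower and Cyp1b1 as 6.00-fold higher, against 13.5-fold and 2.98-fold here. As ratios of linear means over lesions, the folds of Tshb and Cyp1b1 were 5.56 and 5.91. For Cyp1b1 the lesion of adenoma 3 that stood highest for Cyp11a1 was at 10.85, where the other lesions ran from 5.31 to 8.67.

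The text names c-fos among homologues of genes up-regulated in the rat tumors, while Dataset 1 lists Fos as lower. Here its log2 fold change was -0.87 (adjusted p = 0.0521), and it passed the test as lower with lesions as separate samples with a random block, 16 independent lesions, the methods' t-test with equal variances, bright probe sets alone and array weights, and without wild-type pituitary 1 or 5. The paper states that Cyp11b2 was overexpressed. Here its log2 fold change was 1.73 (adjusted p = 0.0539), with 4 of 9 adenoma values above all wild-type values, and it passed with lesions as separate samples with a random block, 16 independent lesions, the methods' t-test with unequal variances, the methods' t-test with equal variances, prefix 09 alone, bright probe sets alone, quantile normalization and the replicate block, and without wild-type pituitary 2 or adenoma 1 or 8. Cdkn1c stands among the up-regulated genes of Table 1. Here it was at 1.11 (adjusted p = 0.128) and passed with lesions as separate samples with a random block, 16 independent lesions, the methods' t-test with unequal variances and the replicate block. Apof, also among them, was at 1.52 (adjusted p = 0.0686) and passed with lesions as separate samples with a random block, 16 independent lesions, the methods' t-test with unequal variances, the methods' t-test with equal variances, bright probe sets alone and the replicate block, and without adenoma 6.

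Nr4a2 and Nr4a3 stand among the down-regulated genes of Table 1. Here their log2 fold changes were -1.02 and -0.95 (adjusted p = 0.119 and 0.0743). Nr4a2 passed the test with lesions as separate samples with a random block, 16 independent lesions and the methods' t-test with equal variances, and without wild-type pituitary 1, and Nr4a3 with lesions as separate samples with a random block, 16 independent lesions, the methods' t-test with equal variances and array weights, and without wild-type pituitary 1. Without wild-type pituitary 4 the log2 fold changes were -0.41 and -0.47 (adjusted p = 0.247 and 0.14).

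The paper names Ccna1 among differentially expressed genes and AURKB among genes or gene families up-regulated in the adenomas. Here the log2 fold changes of Ccna1 and Aurkb were -0.062 and 0.11 (adjusted p = 0.589 and 0.713), and neither passed under any alternative, while Aurka of the same family was higher, at 0.91. The paper gives hormone genes other than Cga as down-regulated. Of 7 such genes, Cga included, 5 were lower here and 1 was higher, and Prl was at 0.079 (adjusted p = 0.434) and passed under no alternative, but it lay near the top of the scale in both groups, where a change can be hidden. Adcyap1, which Supplementary Fig. 1 marks as Pacap among genes of development, was at 0.19 (adjusted p = 0.221) and passed under none. Supplementary Fig. 1 places Notch2 in its upper block, while it was at -1.14 here (adjusted p = 0.00056) and Table 1 lists it among down-regulated genes.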

Other observations

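The test of Dataset 1's folds was chosen after the result had been seen.

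Inhibitors of cyclin-dependent kinases were higher in the adenomas, with 5 of 7 higher and none lower in limma, nor at an unadjusted p under 0.05 (7 adjusted over the list alone, camera adjusted p = 0.000204, adjusted p = 0.0364 with an estimated correlation). The paper names 4 of them, Cdkn1a, Cdkn1c, Cdkn2c and Cdkn3, as up-regulated in these samples, so the count is not independent evidence of direction. Besides Cdkn2c, Cdkn3 and Cdkn1b, these were Cdkn1a, encoding p21, with a log2 fold change of 1.08 (adjusted p = 0.00284 from limma, 8 of 9 adenoma values above all wild-type values), and Cdkn2a at 0.65 (adjusted p = 0.0203, 7 of 9). Cdkn2a (10877997) lost its call without wild-type pituitary 4 or 5 (log2 fold changes from 0.47 to 0.56). Cdkn3 also stands among the paper's mitosis genes. For Cdkn1b the mRNA level does not give that of p27, since the paper describes the mutant protein as highly unstable. Of genes induced by amino acid stress through ATF4, 7 of 21 were higher and 3 lower (7 and 3 adjusted over the list alone, median 0.17, mean 0.46, camera adjusted p = 0.0542). Mthfd2, an enzyme of mitochondrial folate metabolism, rose by 2.38 on the log2 scale, the amino acid transporter gene Slc7a5 by 1.97 and Asns, encoding asparagine synthetase, by 0.94. The list passed the test without wild-type pituitary 3 or 5 or adenoma 2, 4 or 6 (medians from 0.12 to 0.29 over all fits without 1 sample). Nupr1 (10725778) was at 1.15 (adjusted p = 0.0426) and lost its call without wild-type pituitary 1, 2, 4 or 5 or adenoma 1, 3, 5, 7 or 9 (log2 fold changes from 0.96 to 1.18). Of hypoxia genes, 4 of 18 were higher and 2 lower (4 and 2 adjusted over the list alone, median 0.054, mean 0.15, camera adjusted p = 0.432), with Egln3 and Pfkfb3 at 0.94 and 0.93 and the histone demethylase gene Kdm3a at -0.71. Of secretory granule genes, 3 of 17 were higher and 1 lower (3 and 1 adjusted over the list alone, median 0.17, mean 0.11, camera adjusted p = 0.079), with Vgf, Ptprn2 and Ptprn at 0.90, 0.67 and 0.60. The list passed the test without wild-type pituitary 3 or adenoma 3 (medians from 0.11 to 0.25 over all fits without 1 sample).

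Circadian genes went both ways, and 2 of 15 were higher and 2 lower (2 and 2 adjusted over the list alone, median -0.045, mean -0.17, camera adjusted p = 0.487). Without 1 sample the list's median ran from -0.28 to -0.045, the first without wild-type pituitary 5. Per2 and Clock were at 0.58 and 0.31, Per3 and Nr1d1 at -0.95 and -0.92. Calls were lost for Clock (10772249) without wild-type pituitary 3 or 4 (log2 fold change 0.26 each), for Per3 (10881861) without wild-type pituitary 3 or 4 (log2 fold changes from -0.86 to -0.69) and for Nr1d1 (10746955) without wild-type pituitary 1, 3 or 4 or adenoma 1, 2, 3, 5, 7, 8 or 9 (log2 fold changes from -0.99 to -0.67). Of immediate early genes, 1 of 22 was higher and 1 lower (1 and 1 adjusted over the list alone, median -0.14, mean -0.23, camera adjusted p = 0.315), with Ier3 at 0.70. Of interferon genes, 0 of 19 were higher and 2 lower (0 and 2 adjusted over the list alone, median -0.055, mean -0.13, camera adjusted p = 0.23), with Ifi44 at -1.03 and Oasl at -0.75. Among them 3 were higher and 5 lower at an unadjusted p under 0.05 in limma, and the list passed the test without adenoma 3 (medians from -0.19 to -0.047 over all fits without 1 sample). Of muscle markers, 3 of 14 were higher and 1 lower (4 and 1 adjusted over the list alone, median -0.025, mean 0.28, camera adjusted p = 0.88), with Pvalb, Des and Actc1 at 2.38, 1.52 and 1.28 and Mybpc1 at -2.35. Of cartilage and bone markers, 3 of 10 were higher and 0 lower (3 and 0 adjusted over the list alone, median -0.066, mean 0.52, camera adjusted p = 0.693), with Dmp1 at 1.54 beside Matn1, and Acan at 0.29 (adjusted p = 0.0462). At an unadjusted p under 0.05 in limma, 3 of these markers were higher and 2 lower. Calls were lost for Actc1 (10848315) without wild-type pituitary 3 or 4 (log2 fold changes from 1.19 to 1.30), for Pvalb (10905277) without wild-type pituitary 3, 4 or 5 or adenoma 3 (log2 fold changes from 2.26 to 2.43) and for Acan (10708021) without wild-type pituitary 1, 3, 4 or 5 or adenoma 1, 2, 4, 5, 6, 8 or 9 (log2 fold changes from 0.21 to 0.32).

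No probe set differed between the sexes in its response at an adjusted p under 0.05 in limma (interaction term, smallest adjusted p = 0.0672, 1981 at an unadjusted p under 0.05), nor among bright probe sets alone or with a variance trend. Along age in the adenomas 1 probe set passed limma's test, that of Anxa10, with a slope of -0.60 on the log2 scale per month (adjusted p = 0.00196). It was at 6.85 and 6.72 in adenomas 4 and 6, of 7 and 8 months, and at 3.79 to 4.83 in the others. No probe set passed in limma over lesions as separate samples with a random block, where 2631 had an unadjusted p under 0.05. In the fit over sample numbers, 3434 had an unadjusted p under 0.05.

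The folds of Dataset 1 differ from folds of log2 means. A candidate explanation is that they are ratios of linear means over lesions, as a hypothesis. The median absolute log2 difference from such ratios was 0.024, against 0.07 from log2 means over lesions and 0.111 from means per sample number. Of 886 probe sets, 712 (80.4%) lay nearer to the ratio of linear means.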
